# Ontogeny and Trophic Factor Sensitivity of Gastrointestinal Projecting Vagal Sensory Cell Types

**DOI:** 10.1523/ENEURO.0511-22.2023

**Published:** 2023-04-19

**Authors:** Meaghan E. McCoy, Anna K. Kamitakahara

**Keywords:** vagus, nodose ganglia, development, cell type, neurotrophic factor

## Abstract

Vagal sensory neurons (VSNs) located in the nodose ganglion provide information, such as stomach stretch or the presence of ingested nutrients, to the caudal medulla via specialized cell types expressing unique marker genes. Here, we leverage VSN marker genes identified in adult mice to determine when specialized vagal subtypes arise developmentally and the trophic factors that shape their growth. Experiments to screen for trophic factor sensitivity revealed that brain-derived neurotrophic factor (BDNF) and glial cell-derived neurotrophic factor (GDNF) robustly stimulate neurite outgrowth from VSNs *in vitro*. Perinatally, BDNF was expressed by neurons of the nodose ganglion itself, while GDNF was expressed by intestinal smooth muscle cells. Thus, BDNF may support VSNs locally, whereas GDNF may act as a target-derived trophic factor supporting the growth of processes at distal innervation sites in the gut. Consistent with this, expression of the GDNF receptor was enriched in VSN cell types that project to the gastrointestinal tract. Last, the mapping of genetic markers in the nodose ganglion demonstrates that defined vagal cell types begin to emerge as early as embryonic day 13, even as VSNs continue to grow to reach gastrointestinal targets. Despite the early onset of expression for some marker genes, the expression patterns of many cell type markers appear immature in prenatal life and mature considerably by the end of the first postnatal week. Together, the data support location-specific roles for BDNF and GDNF in stimulating VSN growth, and a prolonged perinatal timeline for VSN maturation in male and female mice.

## Significance Statement

Subpopulations of gastrointestinal-projecting vagal sensory neurons (VSNs) in the nodose ganglia convey satiety signals from the gut to the brain that regulate feeding behavior. Here, we examine gene expression in developing VSNs to better understand how they mature in perinatal life as they are exposed to ingestive stimuli. We demonstrate that thousands of genes are differentially expressed in the nodose ganglia of early postnatal mice compared with adults, indicating that VSNs continue to mature well after consumption of the first meal. The data further highlight the postnatal maturation of specific VSN subtypes and their sensitivity to trophic factors that stimulate growth and innervation of the gastrointestinal tract.

## Introduction

Abdominal-projecting vagal sensory neurons (VSNs) located in the nodose ganglion convey vital information from the gut to the brain that is used to regulate feeding behavior and coordinate descending motor control to the pancreas and gastrointestinal (GI) tract (Berthoud and Neuhuber, 2000; Schwartz, 2000; Travagli and Anselmi, 2016). GI-related sensory information is transmitted via specialized cell types that detect stomach or intestinal stretch, the presence of ingested nutrients, and/or the presence of microbial pathogens and inflammatory signals (Phillips and Powley, 1996; Wang and Powley, 2000; Powley and Phillips, 2004; Williams et al., 2016; Bellono et al., 2017; Beutler et al., 2017; Han et al., 2018; Kaelberer et al., 2018; Bai et al., 2019; Kupari et al., 2019; Ye et al., 2020). The sensory modalities and properties of individual VSN cell types have largely been defined in adult rodents, providing only a limited understanding of how and when specific vagal cell types arise and mature during embryonic and early postnatal life, and the factors that guide these developmental processes.

Studies that have examined vagal development provide a basic framework for understanding the trajectory of neurodevelopmental events from neurogenesis to functional circuits. A fused jugular–nodose complex forms from neural crest and placode cells (Douarin et al., 1986; Baker and Bronner-Fraser, 1997; Vermeiren et al., 2020). Only the ventrally positioned neurons of the nodose ganglion project to the GI tract. As early as embryonic day 10.5 (E10.5) in mice, VSNs begin to extend projections along the esophagus (Ratcliffe et al., 2011, 2006; Niu et al., 2020). Projections then grow rapidly to reach the stomach from E11.5 to E13.5 and reach the intestines between E14.5 and E16.5 (Ratcliffe et al., 2011, 2006; Niu et al., 2020). Intestinal morphology develops in concert with innervation. At E14.5, intestinal villi have yet to form, with few neuronal projections observed to enter the stromal space (Hao et al., 2020). Villi begin to emerge from E15.5 to E16.5, during which time neural projections enter the stroma to span the entire length of the villus (Hao et al., 2020).

While vagal projections extend the entire length of the GI tract prenatally, there is a lengthy period during the first few postnatal weeks when the connectivity matures (Smith, 2006; Murphy and Fox, 2007). For example, this has been shown in mechanosensitive VSN axons specialized to detect GI stretch that form intraganglionic laminar endings (IGLEs) and intramuscular arrays (IMAs). The innervation patterns of these neurons continue to mature morphologically throughout the first postnatal week in rodents (Murphy and Fox, 2007). At this time, gastric distention clearly inhibits feeding behavior in early postnatal rats, while the ability of ingested nutrients to inhibit feeding behavior does not arise until after the second postnatal week [approximately postnatal day 15 (P15) to P18; Phifer et al., 1986; Weller, 2000]. Together, the anatomic and behavioral data provide complementary temporal information on the developmental trajectory of VSN development.

The mechanisms guiding these critical developmental events remain only partially defined. Early neuronal survival and the growth of VSNs are known to depend on the support of brain-derived neurotrophic factor (BDNF) and glial-derived neurotrophic factor (GDNF; Ernfors et al., 1994; Moore et al., 1996; Niwa et al., 2002; Hellard et al., 2004). Furthermore, the density of IGLEs in the stomach are reduced following BDNF deletion, providing evidence that BDNF may support VSN types that project to the GI tract (Murphy and Fox, 2010). It is unknown whether other vagal subpopulations are similarly responsive, and experiments to address this are complicated by the fact that BDNF deletion is lethal.

Recent single-cell sequencing experiments have identified several unique VSN types, defined in adult mice (Bai et al., 2019; Kupari et al., 2019). These molecularly defined cell type markers may be useful to further identify which vagal subpopulations are affected by specific trophic factors as well as the developmental time points at which cell type-specific populations arise. Thus, the present study used bulk RNA sequencing and pathway analysis, combined with *in vitro* explant studies and *in situ* hybridization, to determine the molecular pathways and processes that underlie the development of VSNs. Our results reveal important relationships between trophic factors and specific vagal subpopulations and provide novel information on the timing of vagal cell type maturation.

## Materials and Methods

### Animals

Animal care and experimental procedures were performed in accordance with the Institutional Animal Care and Use Committee of The Saban Research Institute of Children’s Hospital Los Angeles. Mice were housed in the vivarium on a 13 h light/11 h dark cycle (lights on at 6:00 A.M., lights off at 7:00 P.M.) at 22°C with *ad libitum* access to a standard chow diet (PicoLab Rodent Diet 20; catalog #5053, LabDiet).

The C57BL/6J, *Phox2b^cre^*, and cre-dependent TdTomato reporter lines (*TdTomato*) were obtained from The Jackson Laboratory [C57BL/6J, strain 000664 (RRID:IMSR_JAX:000664); B6(Cg)-Tg(Phox2b-cre)3Jke/J, strain 016223 (RRID:IMSR_JAX:016223); and B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, stock 007914; Ai14 (RRID:IMSR_JAX:007914), respectively]. All lines were bred and maintained in The Saban Research Institute vivarium on a C57BL/6J background.

### RNA sequencing

Tissue from the nodose ganglion was dissected from male mouse pups on P7 and from male and female 12-week-old C57BL/6J mice. The dissection procedure was performed using a 1–2 cm incision made in the dermis overlying the larynx and esophagus. With the aid of a dissecting microscope, sterile forceps were used to gently retract the submaxillary glands away from the midline. The overlying stylohyoid and sternal muscles were removed, and the external carotid artery was pulled away from the vagus nerve to expose the underlying nodose ganglion. Sterile Dumont forceps were used to isolate and finely dissect the nodose ganglion away from the vagal trunk. While the nodose ganglion is fused together with the jugular ganglion, transection of the fused ganglia at the narrowing between the two facilitated enrichment of the sample by neurons of nodosal origin. Each sample consisted of the left and right nodose ganglia from a single mouse obtained from independent litters.

RNA was isolated from each sample using the RNeasy micro kit (catalog #74004, QIAGEN) as specified by the manufacturer. Total RNA quality was determined by measuring the RNA Integrity Number on an Agilent Bioanalyzer RNA Pico chip. Using 50 mg of RNA, transcriptome libraries were prepared and processed with a Next Ultra II Directional RNA Library Prep Kit (catalog #E7765, New England BioLabs) with single indexing following the manufacturer protocol. Library quality was determined using a Bioanalyzer DNA 1000 chip (Agilent). Libraries were sequenced using paired end (150 × 150 bp) chemistry on the HiSeq platform (Illumina; 350 M reads).

Reads were mapped to the University of California, Santa Cruz, mm10 transcript set using Bowtie2 version 2.1.0, and gene count was estimated using RSEM version 1.2.15. The trimmed mean of M values (TMM) method was used for gene count normalization to adjust for differences in sequencing depth and library size between samples, and differentially expressed genes were identified using the edgeR R program (Robinson and Oshlack, 2010). Genes exhibiting fold changes >1.5 with false discovery rate-adjusted *p*-values < 0.05 were considered differentially expressed.

Raw and processed data have been deposited in the GEO (Gene Expression Omnibus) and are available under accession number GSE227845.

### Ingenuity pathway analysis

Differentially expressed genes (DEGs) between P7 and 12-week-old male samples were further analyzed using Ingenuity Pathway Analysis software (Fall 2020 release, QIAGEN). To restrict the analysis to the highest confidence DEGs, cutoffs for average expression counts >5, expression *z* scores <2, fold changes >1.5, and adjusted *p*-values <0.05 were used. Using this list of analysis-ready molecules, statistically significant canonical pathways and upstream regulators were identified.

### Immunohistochemistry

Tissue for immunofluorescence staining was collected on E13 and E15, and from P0 and P7 mice. For embryonic tissue collection, timed pregnant breeding pairs were set, with the day of vaginal plug detection designated as E0. Sex was not determined for embryonic samples. Embryonic and P0 tissues were collected and immersed overnight in fixative (4% paraformaldehyde in 0.1 m PBS, pH 7.4). P7 mice were deeply anesthetized by intraperitoneal injection of ketamine/xylazine (100:10 mg/kg; Henry Schein Medical) and perfused transcardially with 0.9% saline, followed by fixative. Collected tissues were postfixed for 2 h, cryoprotected overnight in 20% sucrose in PBS, embedded in Tissue-Tek Optimal Cutting Temperature Compound, and frozen over liquid nitrogen vapors or powdered dry ice. From whole embryos or dissected nodose ganglion tissue, 20-μm-thick cryostat sections were collected in five series representing the entire width of the nodose ganglion. For whole embryos, sections were collected in the sagittal plane. For dissected nodose ganglion tissue, sections were collected longitudinally. Slides were stored at −20°C until processed.

For immunofluorescence labeling to detect cells undergoing cell death, slides were incubated for 1 h in blocking buffer containing 5% normal donkey serum (Jackson ImmunoResearch) and 0.3% Triton X-100 in PBS, then overnight in antibody solution containing 2% normal donkey serum and 0.3% Triton X-100 in PBS with primary rabbit anti-activated caspase 3 antibody (catalog #9661, Cell Signaling Technology). Sections were washed five times for 5 min in PBS, then incubated in secondary Alexa Fluor 594 AffiniPure F(ab')_2_ Fragment Donkey Anti‐Rabbit IgG (catalog #711–586-152, Jackson ImmunoResearch; RRID:AB_2340622). After several rinses in PBS, sections were counterstained with DAPI (catalog #D1306, Thermo Fisher Scientific), and a coverslip was applied using ProLong Gold Antifade Mountant (catalog #P36930, Thermo Fisher Scientific).

### Explant culture

From P0 *Phox2b^cre^;tdTomato* pups, both the left and right nodose ganglion were collected in Hibernate-A media (catalog #HA, BrainBits) containing B27 supplement (catalog #17504044, Thermo Fisher Scientific) and GlutaMAX (catalog #35050061, Thermo Fisher Scientific) and plated on polylysine-coated chamber slides in a droplet of growth factor reduced matrigel (catalog #354230, Corning). Explants were incubated with serum-free media containing Neurobasal media, B27 supplement, GlutaMAX, and penicillin/streptomycin. To each well, either vehicle (PBS) or candidate factors were added at the following concentrations: BDNF, 5 ng/ml (catalog #248-BDB-005, R&D Systems); GDNF, 5 ng/ml (catalog #RP-8602, Thermo Fisher Scientific); nerve growth factor (NGF), 50 ng/ml (catalog #256-GF-100, R&D Systems); leukemia inhibitory factor (LIF), 10 ng/ml (catalog #PHC9484, Thermo Fisher Scientific. The concentrations used are based on previously published work demonstrating the effects of neurite outgrowth in the nodose ganglion and in other neural tissues (Niwa et al., 2002; Schaller et al., 2017). Explant cultures were grown for 4 d in a standard 37°C incubator then imaged for analysis of neurite outgrowth.

### *In situ* hybridization

#### RNAscope

Paraformaldehyde fixed frozen samples from E13 and E15 whole mouse embryos were collected, and sections containing the nodose ganglion and gastrointestinal tissue were processed for multiplex fluorescent *in situ* hybridization (ACD RNAscope, Bio-Techne) using standard protocols specified by the manufacturer. Briefly, slides were baked for 1 h at 60°C, postfixed in 4% paraformaldehyde, and boiled in antigen retrieval reagent before hybridization with probes directed against mouse *Bdnf* or *Gdnf* mRNAs. Bound probes were detected using the RNAscope version 2 multiplex fluorescent detection kit and Opal 520 and 690 Dyes (Akoya Biosciences).

#### Dual HiPlex RNAscope and immunohistochemistry

Paraformaldehyde fixed frozen samples containing the right nodose ganglion were collected on E13, E15, P0, and P7 for processing for highly multiplexed mRNA labeling using the HiPlex RNAscope version 2 platform from Bio-Techne. As differences have been reported between the left and right nodose ganglion, all histologic analyses were performed solely on the right nodose ganglion for consistency (Han et al., 2018). Cryostat-prepared 20-μm-thick tissue sections were collected and mounted onto Superfrost Plus slides, baked at 60°C, and dehydrated in ethanol. Following antigen retrieval and protease treatments, sections were hybridized for 2 h against the following 12 mouse probes: T1-*Scn10a*, T2-*Cckar*, T3-*Htr3b*, T4-*Ntrk2*, T5-*Gfra1*, T6-*Vip*, T7-*Calca*, T8-*Gpr65*, T9-*Oxtr*, T10-*Slc17a6*, T11-*Glp1r*, and T12-*Sst*. Positive and negative control probe sets were run in parallel. Probe detection was performed in four rounds to detect T1–T3, T4–T6, T7–T9, and T10–T12 sequentially, accomplished with a confocal imaging step and fluorophore cleavage step between each round. A DAPI counterstain was also included in each round to serve as an anchor for later image registration.

Following the detection of all probes, tissue was processed for immunohistochemistry to detect the boundaries of neuronal cell bodies. Slides were incubated for 30 min in blocking buffer containing 10% normal donkey serum (Jackson ImmunoResearch) and 1% bovine serum albumin (BSA) in PBS, then overnight in antibody solution containing 1% BSA in PBS with primary mouse anti-HuC/D antibody (catalog #A-21271, Thermo Fisher Scientific; RID:AB_221448). Sections were washed two times for 5 min in PBS containing 0.1% Tween-20 (PBST), then incubated in secondary Alexa Fluor 594 AffiniPure F(ab')_2_ Fragment Donkey Anti‐Mouse IgG (Jackson ImmunoResearch catalog # 715–586-151, RRID:AB_2340858) antibody solution. After several rinses in PBST, sections were counterstained with DAPI (catalog #D1306, Thermo Fisher Scientific), and a coverslip was applied using ProLong Gold Antifade Mountant (catalog #P36930, Thermo Fisher Scientific). A final round of confocal imaging was then performed to capture HuC/D and DAPI labeling.

### Image acquisition

Laser-scanning confocal microscopes (STELLARIS, Leica; or LSM 710, Zeiss) equipped with 10×, 20×, 40× water-corrected, and 63× oil-corrected objectives were used to acquire fluorescence images. Confocal image stacks were collected through the *z*-axis at a frequency optimally determined by the imaging software based on the optics of the microscope and the wavelength of the fluorophores used for analysis. For all analyses, slides were coded so that the operator was blind to experimental group.

For analysis of activated Caspase^+^ and tdTomato^+^ neurons in the right nodose ganglion, every fifth consecutive section was imaged through the entire length of the ganglion using a 20× objective. For analysis of RNAscope labeling, the right nodose ganglion and intestinal tissue were identified and imaged using a 40× water-corrected objective. For analysis of HiPlex RNAscope labeling, two sections through the largest portion of the ganglion were captured in confocal image stacks using a 40× water-corrected objective. All images were collected on the STELLARIS confocal microscope (Leica), with the exception of the nodose ganglion explants, which required the use of a longer working distance lens that is only available in the Cellular Imaging Core at the Saban Research Institute on the LSM 710 confocal microscope (Zeiss). For explant images, the entire explant was imaged using a 10× objective and a *z*-step of 1 μm.

### Image analysis

For cell counts of activated Caspase^+^ and tdTomato^+^ neurons in the nodose ganglion, all image stacks for each animal were manually analyzed using the “Cell Counter” plugin within the FIJI/ImageJ software. The boundaries of the nodose ganglion and cell inclusion/exclusion criteria were defined before cell counts. The narrowing of tissue between the jugular and nodose ganglion served as a morphologic boundary for nodose ganglion cell counts. Only activated caspase colocalized with tdTomato was included in cell counts. This accounted for the vast majority of the caspase signal in the tissue (86%). Average profile diameter in each sample was measured and used to calculate estimated total cell counts in accordance with the formula of Abercrombie (1946).

Neurite outgrowth from nodose ganglion explants was quantified with the user blinded to treatment using FIJI/ImageJ software. Image stacks were projected through the *z*-axis, and signal was manually thresholded and binarized. Four neurite length measurements were made on each image in each cardinal direction from the edge of the explant to the tip of the neurite, for which values were averaged.

### Single-cell automated multiplex pipeline for RNA quantification and spatial mapping

Following dual HiPlex RNAscope, immunohistochemistry, and imaging procedures, as detailed above, confocal image stacks were analyzed using the single-cell automated multiplex pipeline for RNA (SCAMPR) quantification and spatial mapping (Ghoddousi et al., 2022). SCAMPR facilitates the analysis of highly multiplexed mRNA labeling at single-neuron resolution. Briefly, image stacks corresponding to each tissue section were projected across the *z*-axis and aligned using ACD image registration software (Bio-Techne), with DAPI being the common signal used to anchor all images together. Automated cell segmentation was performed using the Cellpose algorithm in Google Colaboratory based on HuC/D labeling to identify neuronal soma boundaries (Stringer et al., 2021). ROI boundaries outlining each neuronal cell body were imported into FIJI/ImageJ and manually corrected for any inappropriately assigned cell profiles. Individual images for each mRNA probe signal were then processed in ImageJ to subtract background (rolling ball radius = 1) and thresholded to facilitate the maximal detection of signal and removal of noise. Signal was binarized and the area fraction of the mRNA signal was measured for individual neuronal ROIs. Area fraction data were exported to a gene by cell matrix for further statistical analysis using GraphPad Prism and SCAMPR R scripts.

### Quantification and statistical analysis

Data were statistically analyzed and graphed using R or GraphPad Prism software (RRID: SCR_002798) and were expressed as mean ± SEM values. Each mouse is considered to be a sample (or each ganglion in the case of explant cultures), with sample sizes for each group and statistical analysis used included in each figure legend. A D’Agostino–Pearson normality test was used to determine whether parametric or nonparametric statistical analyses should be performed. For data following a normal distribution, an ordinary one-way ANOVA was used to compare means. For data that failed to pass the D’Agostino–Pearson normality test, a nonparametric Kruskal–Wallis test (correcting for multiple comparisons using Dunn’s test) was used to compare mean rank difference. A *p*-value < 0.05 was used for significance.

## Results

### Dynamic changes in gene expression in the developing nodose ganglion

To gain initial insight into how VSNs mature between early postnatal life and adulthood, RNA sequencing was performed comparing nodose ganglion samples from P7 and 12-week-old male mice. This analysis revealed 1453 genes that were significantly increased and 1734 genes that were significantly decreased in adults (Fig. 1*A*), representing >20% of the genes detected globally (3188 of 14,840 genes). 

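Nodose ganglion RNA was sequenced from 10 P7 males, 4 adult males and 3 adult females, the adults being 12 weeks old. Each sample held the left and right ganglia of 1 C57BL/6J mouse, and every mouse came from its own litter. The paper gives the age of the young males as day 7 after birth, whereas the sample labels give day 9. The authors mapped paired-end reads of strand-specific libraries to the mm10 transcript set with Bowtie2 version 2.1.0 and estimated gene counts with RSEM version 1.2.15. They then normalized the counts by the TMM method, and deposited TMM-normalized counts for the 14840 genes that the paper counts as detected. In each library all values are whole multiples of a smallest step, within 1e-06 of a whole number, and that step was read as 1 sequenced fragment. The P7 males had 6922342 to 26376475 reads recovered in this way (median 11683717.5). The adult males had 10178542 to 16235170 (median 11606713), and the 3 females had 7945746, 8187978 and 8308344. These come to 201986782 reads for detected genes, and the values here use them. As RSEM estimates counts, a recovered read is 1 unit of an estimated count and need not be 1 fragment counted for that gene. The paper states 350 M reads for the sequencing, without saying whether both reads of a pair are counted. One read was worth 0.0367 to 0.141 TMM-normalized counts, depending on the library. Intervals and detection limits given for single genes treat these estimated counts as counted reads. They cover counting error only, since reads copied by PCR are not separate molecules.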

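Genes were compared with limma's moderated test, with a trend of variance on abundance, on log2(TMM-normalized count + 0.5). A gene was taken as differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 1.5, the cut-offs of the study. The adult male values were identical in the tables of both comparisons, which allowed adult females to be set beside P7 males. Of 51 gene lists, those with at least 5 measured genes that were not cut short were tested as sets with limma's camera at a preset correlation between genes of 0.01 and again with a correlation estimated from the samples. With the estimated correlation, no list passed an adjusted p of 0.05 in the comparison of ages, and the list of X-linked genes that escape inactivation was the one list that passed in the comparison of sexes. That list also holds *Xist*, which had almost no reads in males, so that its pass is no evidence about the list as a group. The cut-offs, the limma test and the gene lists were chosen before the data were examined.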

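Nodose marker genes, among them *Phox2b* (a transcription factor of visceral sensory neurons) and *P2rx2* (an ATP-gated channel), had a mean log2 level of 5.33 ± 0.41 (SD, n = 10) in P7 males. The level was 6.24 ± 0.14 (SD, n = 4) in adult males and 6.23 ± 0.09 (SD, n = 3) in adult females. Markers of the jugular ganglion, which is fused with the nodose ganglion and was cut away by hand, spanned 3.31 to 4.86 over the P7 males and 3.19 to 4.30 over the adult males. *Prdm12*, a transcription factor of somatic nociceptors and a jugular marker, ranged from 20.9 to 99.1 TMM-normalized counts between P7 males. Sympathetic genes stood highest in P7 male 6, with 294 TMM-normalized counts of *Dbh*, the enzyme that makes noradrenaline, and 599.8 of *Slc6a2*, its transporter. Among adults, *Dbh* was 70.0 in female 1, 31.1 in female 2 and 162 in female 3. Skeletal muscle genes stood highest in P7 male 4, where *Acta1* (skeletal muscle actin) reached 169 TMM-normalized counts. Hemoglobin transcripts took 1.61 to 14.3% of the reads of P7 males, most in P7 male 8, and 0.0640 to 0.139% of those of adult males. The ribosomal RNA precursor *Rn45s* took 6.29 to 10.9% in P7 males and 3.32 to 5.01% in adult males. The first principal component of all genes held 64.2% of the variance and separated P7 males from adults. The second held 7.16% and set P7 males 7 and 8 and adult female 3 apart from the other samples.

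**Figure D1:**
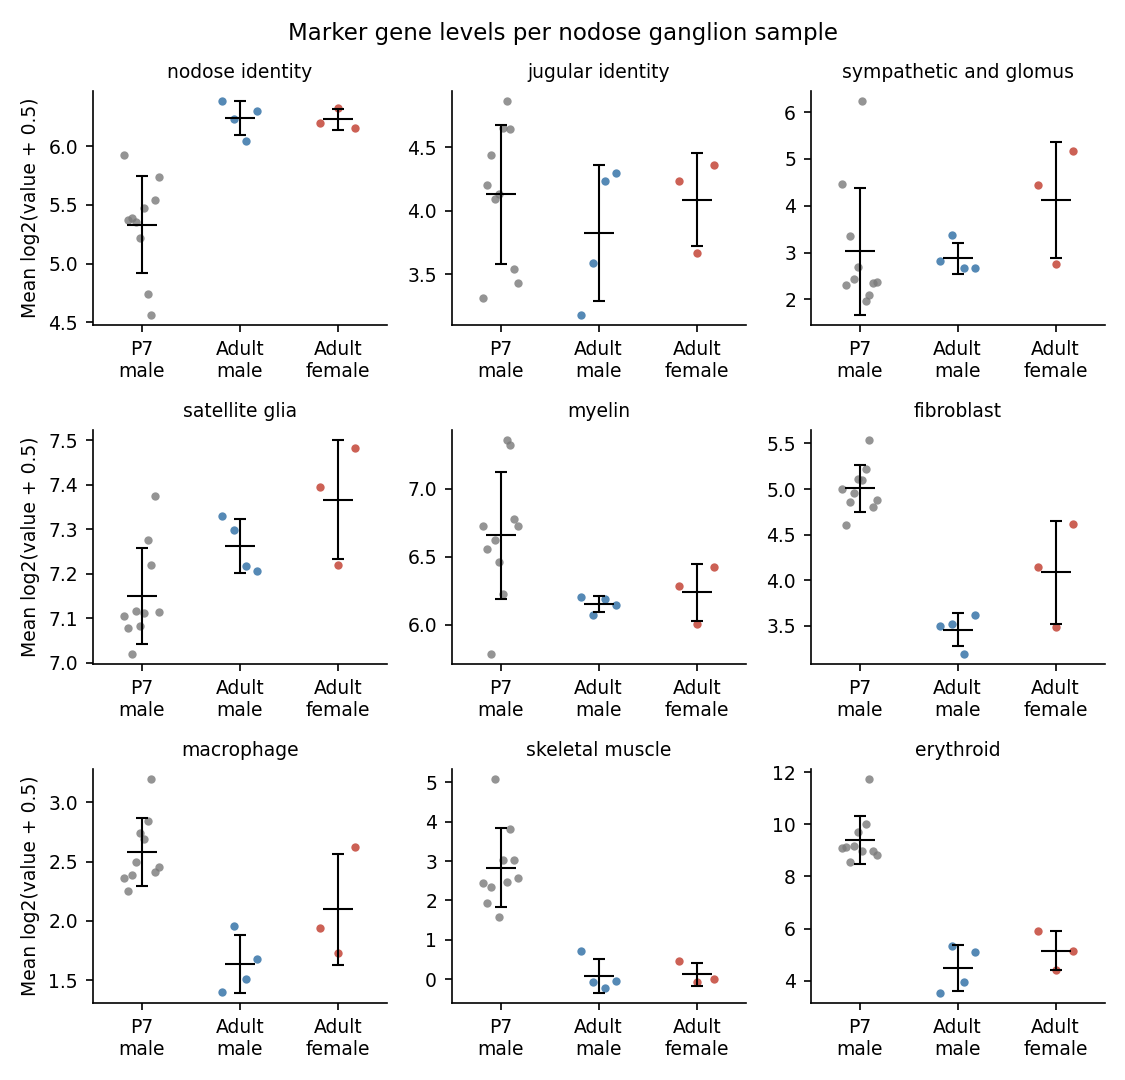
Mean log2(TMM-normalized count + 0.5) over the marker genes of 9 tissues or cell types. Each point is 1 sample, and bars give mean ± SD of 10 P7 males, 4 adult males and 3 adult females. Fibroblast, macrophage, skeletal muscle and erythroid markers lie lower in adult males than in P7 males, and nodose markers higher.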

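Among called genes with a mean of at least 5 TMM-normalized counts and no overlap between the groups, the largest rise was that of *C4b*, complement component 4b (chromosome 17 from 34728380 to 34743882 of GRCm38, GENCODE M21), which may share reads with its paralog C4a. It went from 3.52 ± 0.663 (SD, n = 10) TMM-normalized counts in P7 males to 68.2 ± 8.15 (SD, n = 4) in adult males, a log2 fold change of 4.11 (standard error 0.13, adjusted p = 2.1e-13 from limma). *Fxyd2*, a regulatory subunit of the sodium-potassium pump, rose from 23.3 ± 5.40 (SD, n = 10) to 223 ± 18.8 (SD, n = 4), although 1 P7 male lay far above the other P7 males. *Cysltr2*, a receptor for cysteinyl leukotrienes, had a log2 fold change of 3.20 (standard error 0.28, adjusted p = 5.9e-08 from limma). The next largest rises were those of *Aldh1a1*, which makes retinoic acid (2.46), *Crhr2*, a receptor for urocortins (2.38), and *Dmkn*, dermokine (2.35). They were followed by *Ifit1*, an interferon-induced gene (2.21), *Crispld2* (2.20), *Cd274*, the immune checkpoint ligand PD-L1 (2.19), and *Chrnb3*, a nicotinic receptor subunit (2.13).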

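By the same rule, the largest falls belonged to imprinted genes, genes of cell division and erythroid genes. *H19*, an imprinted noncoding RNA, fell from 601 ± 276 (SD, n = 10) TMM-normalized counts to 2.68 ± 0.971 (SD, n = 4), and the imprinted growth factor *Igf2* fell from 188 ± 75.6 (SD, n = 10) to 2.09 ± 0.371 (SD, n = 4). *Top2a*, a topoisomerase of dividing cells, had a log2 fold change of -5.39 (standard error 0.16, adjusted p = 7.6e-14 from limma), and the proliferation marker *Mki67* one of -5.16 (standard error 0.13, adjusted p = 2.5e-14 from limma). Their means in adult males, 0.299 and 0.532 TMM-normalized counts, lie near the added 0.5, so that the size of both falls depends on the setting. Across the alternative settings run, it was -6.87 to -2.84 for *Top2a* and -6.07 to -2.90 for *Mki67*. The erythroid genes were *Hba-a1* (-8.18), *Hbb-bs* (-6.30), *Slc4a1* (-5.41) and *Alas2* (-5.06), together with *Hbb-b2* and *Hbb-bt* (-5.15 for both), whose values are identical and may be the same reads. Globin reads differed widely between adult males, and 1 adult male had no read of *Hba-a1*. The 10 genes labelled in Fig. 1A all differed, 2 higher and 8 lower, including the collagen *Col26a1* (-4.43), the matrix protein *Postn* (-4.19), the metalloprotease *Mmp14* (-2.37) and *Mpzl1*, a relative of myelin protein zero (-2.23).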

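Of the 14840 genes, 1762 were higher and 2614 lower in adult males, 29.5% of the genes tested. Over all 14840 genes, called or not, the 10 P7 males and the 4 adult males did not overlap in 6150, where chance gives 0.1998% of genes. With edgeR's quasi-likelihood test on the recovered reads, 1797 genes were higher and 2847 lower, and 4329 of these were also called by limma. DESeq2 gave 1849 and 2821, with 4343 shared. The share of called genes that were higher was 40.3%, and 51.9% after quantile normalization, which gave 2068 higher and 1914 lower. Restricting the test to genes with a mean over 5 TMM-normalized counts gave 1446 higher and 1628 lower. Adult females against P7 males gave 1331 higher and 2118 lower by limma. In the authors' deposited table, 1824 genes are higher and 2859 lower at the same cut-offs, and 1453 and 1734 once genes with a mean of 5 or less are left out. No gene that passes both by limma and in the authors' deposited table has opposite directions in them.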

The data suggest that there are dramatic transcript-level changes in VSNs from early postnatal life to adulthood. 

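*Snap25*, which drives the fusion of synaptic vesicles, rose from 881 ± 157 (SD, n = 10) TMM-normalized counts to 2111 ± 126 (SD, n = 4), a log2 fold change of 1.28 (standard error 0.13, adjusted p = 2.4e-07 from limma). Of 25 synaptic vesicle genes, 9 were higher, 1 was lower and 15 did not pass (camera adjusted p = 2.5e-05, adjusted p = 0.29 with an estimated correlation), with 5 higher after quantile normalization. Among 18 genes expressed by most neurons, 6 were higher, 1 lower and 11 not passing (camera adjusted p = 0.0056, adjusted p = 0.33 with an estimated correlation). Across the alternative settings run, which include no fold change threshold, 3 to 13 of them were higher. *Thy1*, a surface protein of mature neurons, rose by 0.87 log2 units, whereas the intermediate filament *Ina* had a log2 fold change of -0.98. Of 20 growth-associated genes, 2 were higher, 9 lower and 9 not passing (camera adjusted p = 2.1e-04, adjusted p = 0.29 with an estimated correlation). The largest of these falls were those of *Marcksl1*, an actin regulator of growth cones (-3.36), and *Nnat*, neuronatin (-2.17), while *Dcx*, a microtubule protein of immature neurons, had a log2 fold change of -1.98. Calcium channel genes had 3 of 18 higher, none lower and 15 not passing by limma, with *Cacna1c* at 0.72 (camera adjusted p = 0.031, adjusted p = 0.38 with an estimated correlation). Among 27 mechano- and chemosensory channels, 11 were higher, 1 lower and 15 not passing (camera adjusted p = 0.0044, adjusted p = 0.29 with an estimated correlation), led by *Tmc3* (1.72) and *P2rx2* (1.18). The lower channel, *Trpm8*, which senses cold, is also a jugular marker, and it does not pass without adult male replicate 1, while 2 channels were lower without P7 male replicate 10 and 3 without adult male replicate 3. Neuropeptide genes had 4 of 18 higher, 3 lower and 11 not passing (camera adjusted p = 0.79, adjusted p = 0.87 with an estimated correlation), with a median of 0.03 and a mean of -0.02. *Nmb*, neuromedin B, rose by 1.21, and *Tac1*, the substance P precursor, had a log2 fold change of -1.07.

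**Figure D2:**
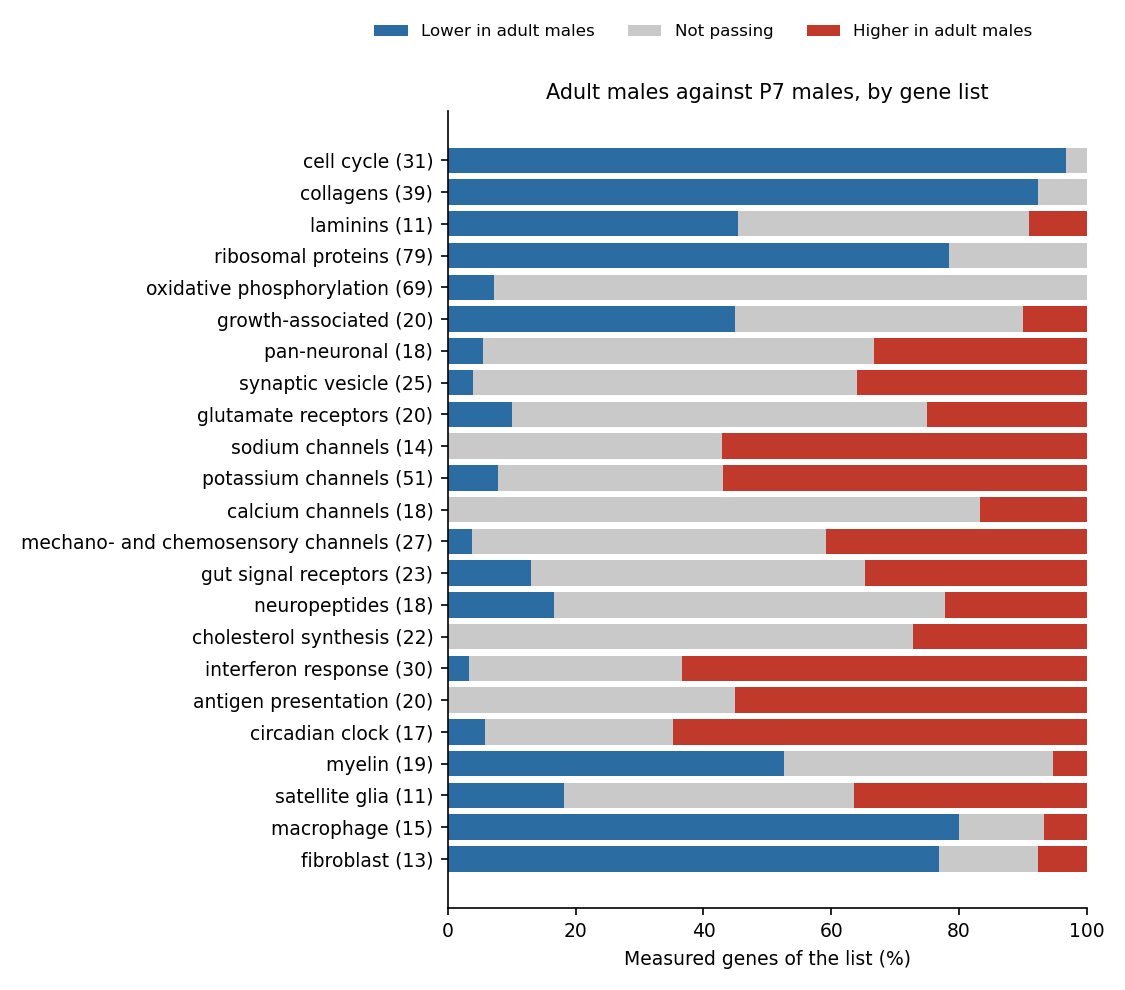
Share of the measured genes of 23 lists that were lower, not passing or higher in 4 adult males against 10 P7 males, in percent of each list, whose number of measured genes is in brackets. Cell cycle and collagen lists are almost wholly lower, and interferon, antigen presentation and circadian clock lists have most members higher.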

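Of 31 cell cycle genes, 30 were lower and none higher by limma (camera adjusted p = 3.9e-19, adjusted p = 0.15 with an estimated correlation), with a median log2 fold change of -2.76. This median was -1.2 with a pseudocount of 5 and -3.29 with edgeR. Fibroblast markers had 10 of 13 lower, 1 higher (*Gsn*, gelsolin, 1.03) and 2 not passing (camera adjusted p = 2.1e-04, adjusted p = 0.29 with an estimated correlation). Smooth muscle and pericyte markers had 9 of 10 lower and none higher (camera adjusted p = 7.4e-04, adjusted p = 0.29 with an estimated correlation), with *Rgs5* at -1.91. Skeletal muscle markers had 14 of 16 lower and none higher (camera adjusted p = 1.6e-04, adjusted p = 0.40 with an estimated correlation), and all 10 erythroid markers were lower (camera adjusted p = 1.5e-05, adjusted p = 0.29 with an estimated correlation). Cartilage markers had 5 of 6 lower and none higher (camera adjusted p = 0.029, adjusted p = 0.29 with an estimated correlation), and adipocyte markers 5 of 6 lower and none higher (camera adjusted p = 0.15, adjusted p = 0.66 with an estimated correlation), a count that drops to 2 without adult male replicate 1 or 3. Macrophage markers had 12 of 15 lower, 1 higher and 2 not passing (camera adjusted p = 0.0011, adjusted p = 0.38 with an estimated correlation), with *Cx3cr1*, the fractalkine receptor, at -1.64. Lymphocyte markers had 4 of 6 lower and none higher (camera adjusted p = 0.20, adjusted p = 0.57 with an estimated correlation), or 1 lower without adult male replicate 3 and 2 without adult male replicate 2 or 4. Endothelial markers had 2 of 13 higher, 6 lower and 5 not passing (camera adjusted p = 0.19, adjusted p = 0.75 with an estimated correlation), with the vascular growth factor receptor *Flt1* at 1.93 and *Plvap* at -1.51. Without any 1 of P7 males 2, 6 and 10 or adult males 2, 3 and 4, and with edgeR, 1 endothelial marker was higher. Without adult male replicate 1, no macrophage marker was higher.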

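Among 11 satellite glia markers, 4 were higher, 2 lower and 5 not passing (camera adjusted p = 0.36, adjusted p = 0.75 with an estimated correlation). *Cdh19*, a cadherin of glia, rose by 1.22 log2 units, and *Fabp7*, a fatty acid binding protein of immature glia, went from 537 ± 68.3 (SD, n = 10) to 146 ± 15.8 (SD, n = 4) TMM-normalized counts. Myelin genes had 10 of 19 lower, 1 higher and 8 not passing (camera adjusted p = 0.049, adjusted p = 0.75 with an estimated correlation), with *Mpz*, the main peripheral myelin protein, at -1.28 (standard error 0.24, adjusted p = 1.8e-04 from limma), and 2 were higher without P7 male replicate 7. Their mean log2 level was 7.36 and 7.33 in P7 males 7 and 8 and at most 6.78 in the others, and their median log2 fold change of -0.65 was -0.42 without P7 males 4, 6, 7 and 8. Nodose markers had 6 of 8 higher and none lower (camera adjusted p = 0.019, adjusted p = 0.40 with an estimated correlation). Their mean log2 level was lowest in P7 males 7 and 8 (4.74 and 4.57, against at least 5.22 in the others), where that of jugular markers was 4.86 and 4.64, and the median of 0.90 was 0.63 without P7 males 4, 6, 7 and 8. Jugular markers had 1 of 8 higher, 3 lower and 4 not passing (camera adjusted p = 0.84, adjusted p = 0.94 with an estimated correlation), and none lower without adult male replicate 1 or higher without adult male replicate 4. Sympathetic markers, in a list that also holds glomus markers, had 3 of 12 higher and none lower (camera adjusted p = 0.72, adjusted p = 0.89 with an estimated correlation). Their median was -0.10 against a direction of up in the set test, and 0.13 after quantile normalization. The higher ones include *Th* (0.92) and *Ddc* (0.80). In adult males *Th* was 96.8 to 118 TMM-normalized counts but *Slc6a2* only 1.57 to 17.6, so that these calls do not show a rise of sympathetic transcripts. Without adult male replicate 1, 1 sympathetic marker was higher, and with edgeR none was. Adjusted over the list alone, no sympathetic marker passed, immediate early genes had 7 higher and 5 lower, and every other list described for this comparison had the same counts as over all genes.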

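Of 30 interferon response genes, 19 were higher, 1 lower (*Rsad2*, viperin, -2.18) and 10 not passing (camera adjusted p = 1.3e-06, adjusted p = 0.29 with an estimated correlation). *Ifit3*, which blocks viral RNA and has relatives that may share its reads, rose from 5.77 ± 1.43 (SD, n = 10) to 26.6 ± 9.44 (SD, n = 4) TMM-normalized counts. Antigen presentation genes had 11 of 20 higher and none lower (camera adjusted p = 9.1e-05, adjusted p = 0.29 with an estimated correlation), with 1.43 for *H2-K1*, a class I molecule whose relatives may share its reads. Complement genes had 3 of 18 higher, 8 lower and 7 not passing (camera adjusted p = 0.39, adjusted p = 0.82 with an estimated correlation), with *Clu* at 1.47 and *C1qb* at -1.14. Lysosome and proton pump genes had 8 of 40 higher, 6 lower and 26 not passing (camera adjusted p = 0.078, adjusted p = 0.48 with an estimated correlation), including cathepsin D, *Ctsd* (0.97), and cathepsin K, *Ctsk* (-2.40). Of 22 cholesterol synthesis genes, 6 were higher and none lower (camera adjusted p = 2.8e-06, adjusted p = 0.29 with an estimated correlation), led by the low-density lipoprotein receptor *Ldlr* (1.35), with 1 higher after quantile normalization. Oxidative phosphorylation genes had 5 of 69 lower and none higher (camera adjusted p = 2.4e-07, adjusted p = 0.38 with an estimated correlation), with *Atp5l* at -0.81, and 8 lower without P7 male replicate 2 or 9. Their median of -0.30 was -0.43 after quantile normalization. It was -0.18, with quartiles of -0.31 and -0.08, after the median of the 200 other genes nearest in transcript length was taken away from each. Across the alternative settings run, which include no fold change threshold, 4 to 53 of them were lower. Circadian clock genes had 11 of 17 higher, 1 lower and 5 not passing (camera adjusted p = 0.0011, adjusted p = 0.29 with an estimated correlation), with *Nr1d1*, a repressor of the clock, at 1.70 and *Per1* at 1.23, and 2 were lower without adult male replicate 3. Immediate early genes had 7 of 25 higher, 4 lower and 14 not passing (camera adjusted p = 0.84, adjusted p = 0.87 with an estimated correlation), with *Junb* at 0.99 and *Egr3* at -2.60, a median of 0.02 and a mean of -0.05. From the number of differing genes in whole ganglia, the paper proposes large changes of transcript levels in VSNs between P7 and adulthood.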

By comparison, when adult male and female samples were analyzed using the same cutoffs, only 11 genes were found to be differentially expressed, suggesting that little age-matched sexual dimorphism exists in the transcriptome of the mature nodose ganglion (refer to Extended Data Table 1-3 for full list).

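Most genes that differed between adult males and females lie on the sex chromosomes. *Xist*, the RNA that silences the second X chromosome, had 168 ± 50.7 (SD, n = 3) TMM-normalized counts in females and 0.0607 ± 0.0434 (SD, n = 4) in males (chromosome X from 103460366 to 103483254 of GRCm38). The ratio is 2767, with a 95% counting interval of 947 to 13418. *Ddx3y*, an RNA helicase gene on the Y chromosome, was 1747-fold higher in males (interval 314 to 69016), with 1 read in the females together, which its X-linked paralog may have given. *Uty*, a histone demethylase, was 473-fold higher in males (interval 84.9 to 18691), and *Eif2s3y*, a translation initiation factor, 534-fold (interval 95.9 to 21104). *Kdm5d*, another demethylase of the Y chromosome, had no read in females and was at least 34.3-fold lower there, and the pseudogene *Apoo-ps* at least 10.1-fold lower, against a floor of 3 reads per library. *Eif2s3x*, the X-linked partner of *Eif2s3y*, which escapes X inactivation, rose from 163 ± 14.6 (SD, n = 4) in males to 265 ± 7.87 (SD, n = 3) in females, a log2 fold change of 0.70 (standard error 0.08, adjusted p = 0.0098 from limma). *Slc4a11*, a membrane transporter gene on chromosome 2, went from 17.7 ± 2.98 (SD, n = 4) to 38.2 ± 4.45 (SD, n = 3), a log2 fold change of 1.09 (adjusted p = 0.023 from limma). Neither of these last 2 genes passes without adult male replicate 1, adult male replicate 3 or adult female replicate 1, and *Slc4a11* also fails without adult male replicate 2 or any 1 female.

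**Figure D3:**
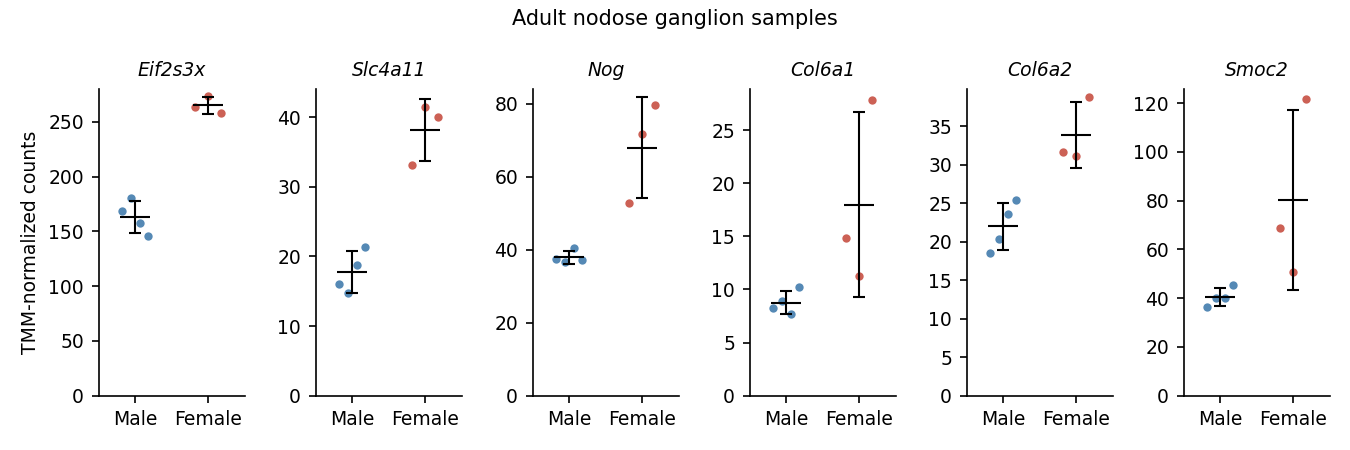
TMM-normalized counts of 6 genes of Table 1-3 in 4 adult males and 3 adult females. Each point is 1 sample, and bars give mean ± SD. In each of the 6 genes, every female lies above every male, but the study chose these genes on these samples.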

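The matrix genes of Table 1-3 had higher means in females but did not pass by limma. *Col6a1* and *Col6a2* encode chains of collagen VI, and had log2 fold changes of 0.90 (adjusted p = 0.48 from limma) and 0.62 (adjusted p = 0.48). *Nog*, an antagonist of bone morphogenetic proteins, had 37.9 ± 1.79 (SD, n = 4) TMM-normalized counts in males and 67.9 ± 13.8 (SD, n = 3) in females, a log2 fold change of 0.81 (adjusted p = 0.11 from limma). *Smoc2*, a secreted calcium-binding protein, had a log2 fold change of 0.89 (adjusted p = 0.48), and female 3 had the highest level of *Col6a1*, *Col6a2*, *Nog* and *Smoc2*. Every female exceeded every male in these 4 genes. The study chose them on these samples, so that this separation is not independent evidence. In genes not chosen in this way, chance parts 3 samples from 4, in either direction, in 5.71% of genes. All 4 Y-linked genes measured were lower in females. Of 8 genes in the list of X-linked genes that escape inactivation, which also holds *Xist*, 2 were higher and none lower (camera adjusted p = 3.1e-11, adjusted p = 0.035 with an estimated correlation). The 2 are *Xist* and *Eif2s3x*. The mean log2 fold change of the list was 1.34 and its median 0.31, against 8.19 for *Xist* alone. The set test is therefore no evidence that the escaping genes shift as a group. Fibroblast markers had a median log2 fold change of 0.73 and no member past the cut-offs (camera adjusted p = 5.0e-07, adjusted p = 0.55 with an estimated correlation), or 5 higher when adjusted over the list alone. Sympathetic and glomus markers, 1 list, had a median of 1.11 with none past the cut-offs (camera adjusted p = 1.0e-06, adjusted p = 0.55 with an estimated correlation), or 3 higher when adjusted over the list alone. The rises of both lists lie in females 1 and 3, with mean log2 levels of 4.15 and 4.62 for fibroblast and 4.45 and 5.17 for sympathetic markers, while female 2, at 3.49 and 2.76, lies within the range of the males (3.20 to 3.62 and 2.67 to 3.37). Ribosomal protein genes had a median of 0.14 (camera adjusted p = 1.8e-11, adjusted p = 0.65 with an estimated correlation) and synaptic vesicle genes one of -0.22 (camera adjusted p = 1.5e-06, adjusted p = 0.55 with an estimated correlation), with no member of either past the cut-offs. In all, limma called 8 of the 14840 genes, 3 higher and 5 lower in females, while 1529 genes had an unadjusted p under 0.05. edgeR called 9 genes and DESeq2 called 20. In the authors' deposited table, 17 genes pass the same cut-offs, and 12 of these have a mean over 5 TMM-normalized counts.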

**Figure 1.**
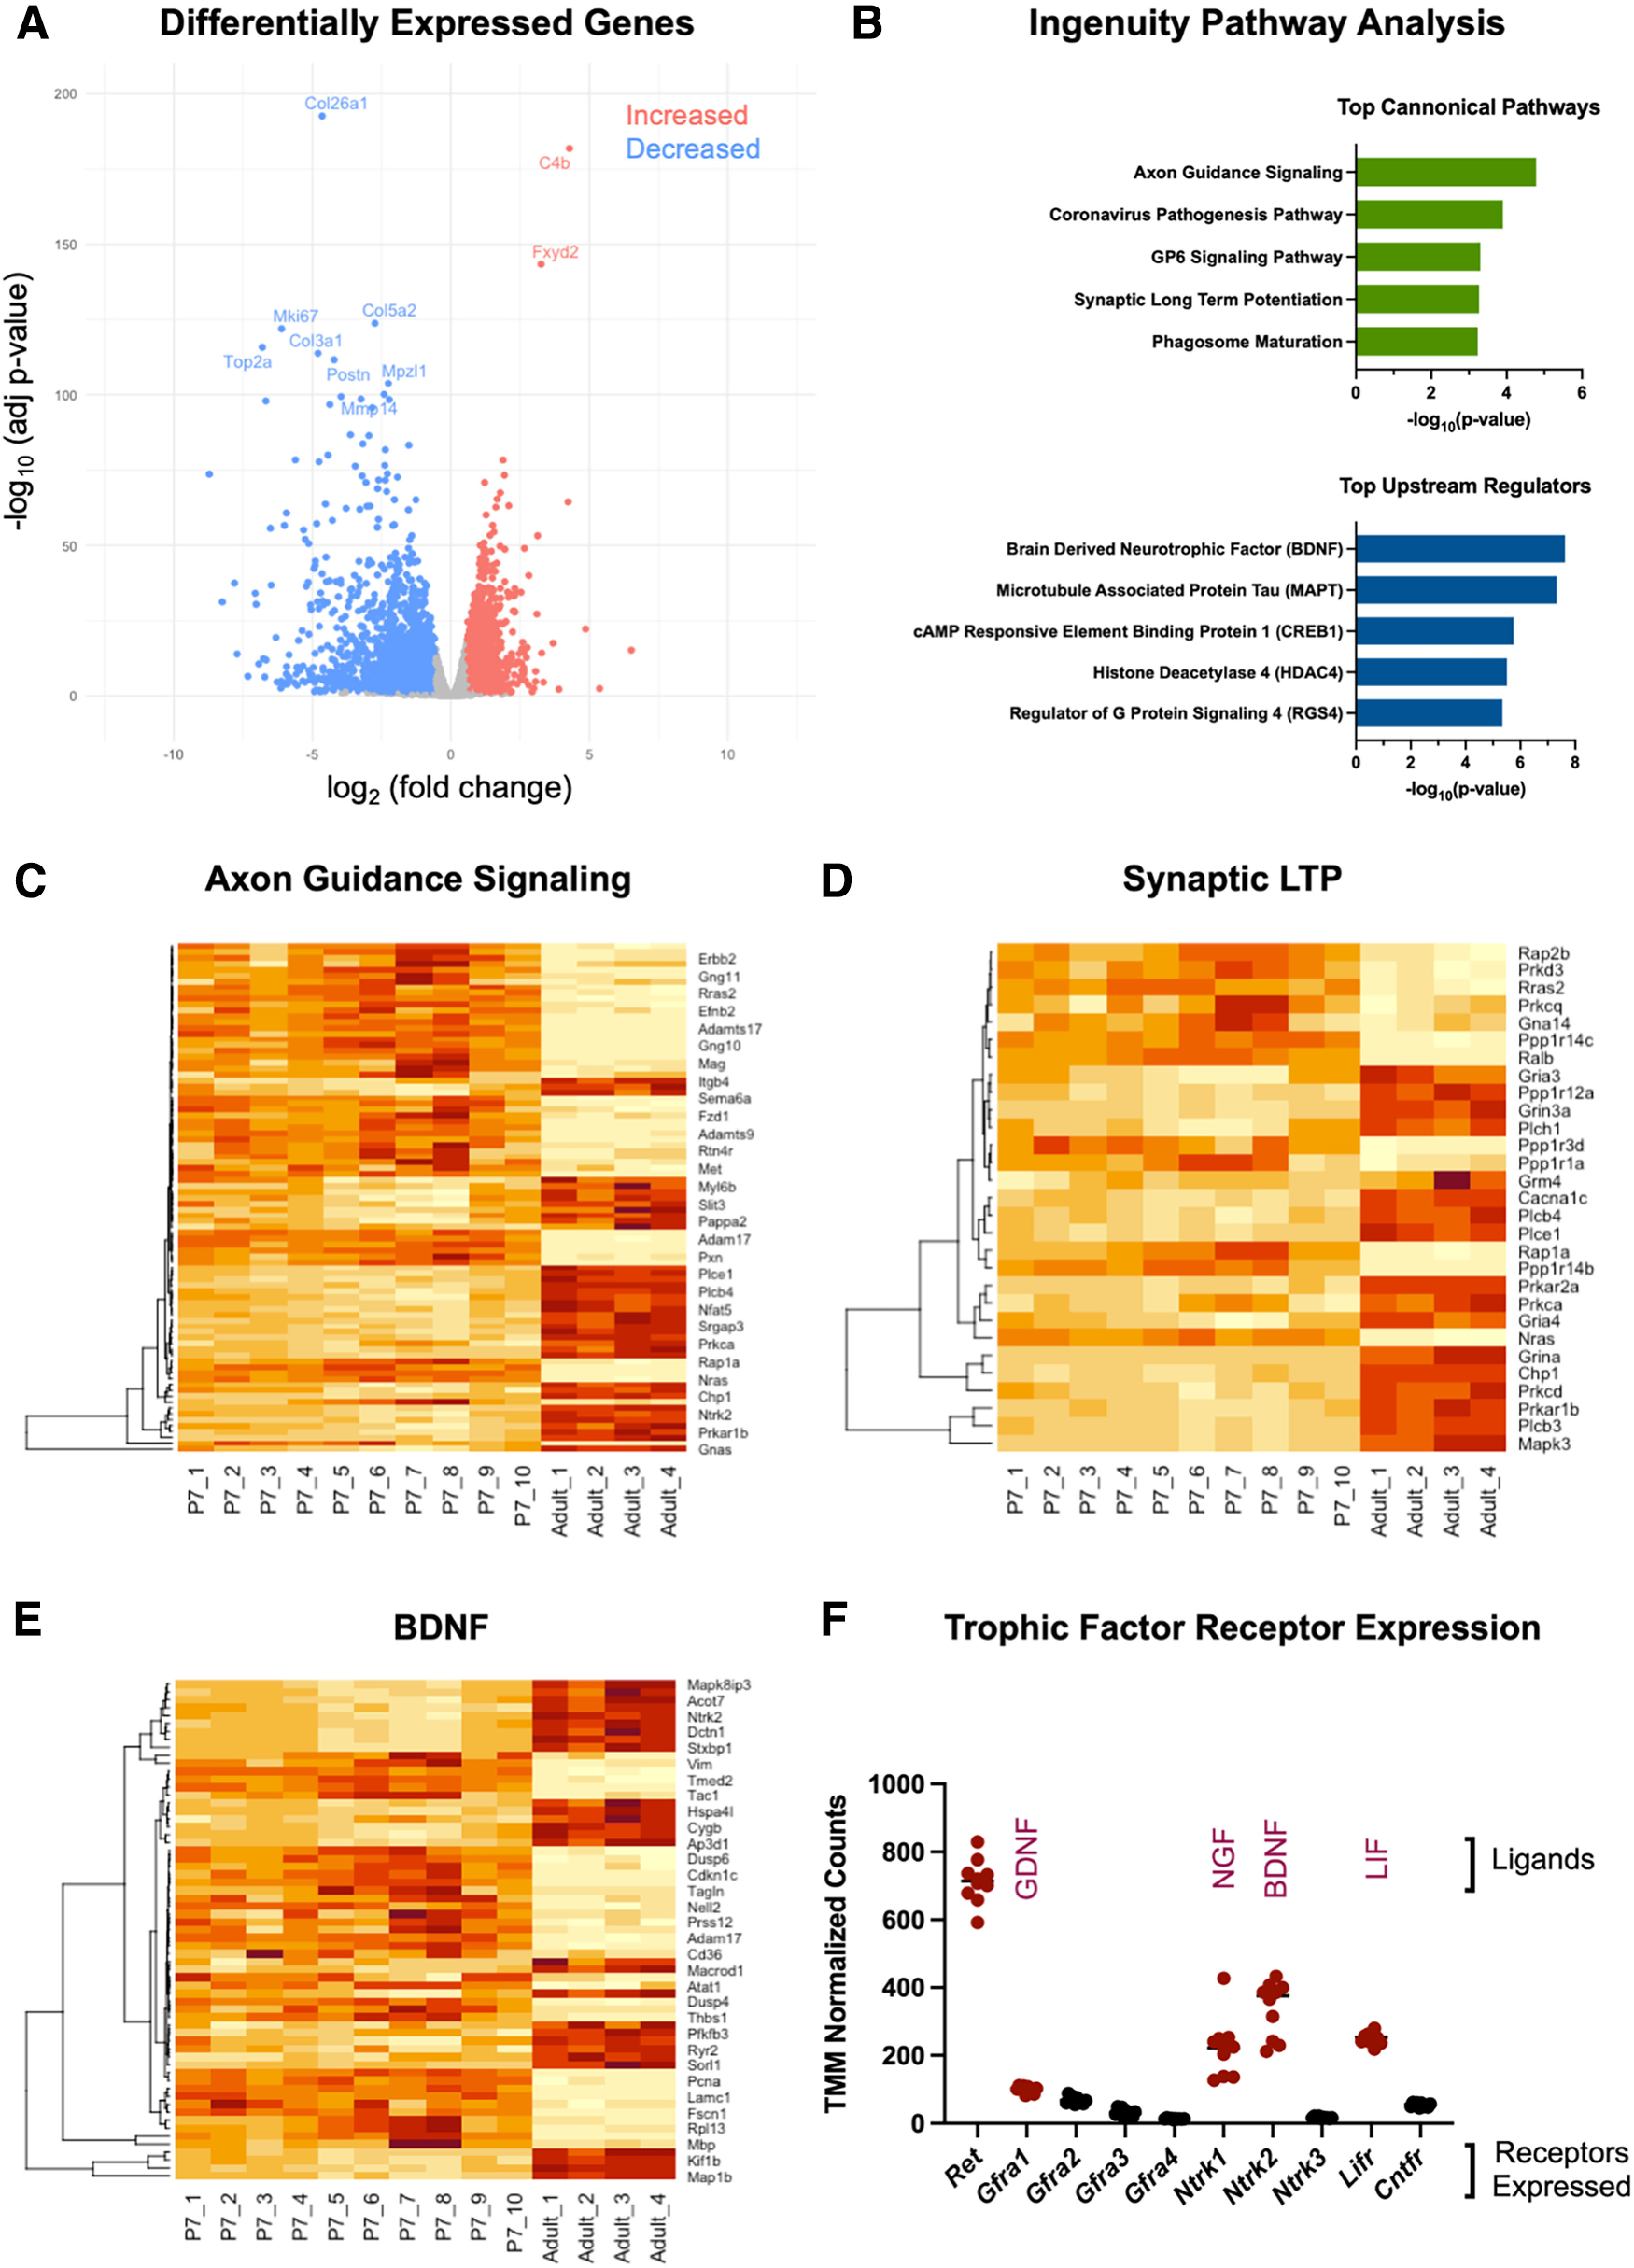
Transcriptomics analysis of nodose ganglion development reveals thousands of differentially expressed genes. ***A***, Volcano plot showing the 1453 genes that significantly increased (red; adjusted *p*-values < 0.05, fold changes > 1.5) and 1734 genes that significantly decreased (blue; adjusted *p*-values < 0.05, fold changes less than −1.5) in adult male nodose ganglion samples compared with P7 samples (*n* = 10 P7 samples; *n* = 4 adult samples). ***B***, Ingenuity pathway analysis of DEGs revealed the top canonical pathways and top upstream regulators in early postnatal versus adult samples. ***C***, Heatmap of DEGs related to axon guidance signaling. Warmer colors indicate higher gene expression. Individual samples are represented across columns. Specific genes are organized across rows grouped using hierarchical clustering. ***D***, Heatmap of DEGs related to synaptic LTP. ***E***, Heatmap of DEGs regulated by BDNF. ***F***, TMM-normalized counts of trophic factor receptors expressed in P7 nodose ganglion samples. Values highlighted in red were the top 5 highest expressed on P7 and were chosen for further testing in *in vitro* explant experiments.

10.1523/ENEURO.0511-22.2023.tab1-1 Table 1-1 Canonical pathways identified from RNA sequencing comparing nodose ganglia from P7 and 12-week-old mice. Differentially expressed genes (in “Molecules” field of the table) related to each Ingenuity canonical pathway are listed along with -log(*p*-values). Download Table 1-1, XLS file.

10.1523/ENEURO.0511-22.2023.tab1-2 Table 1-2 Upstream pathways identified from RNA sequencing comparing nodose ganglia from P7 and 12-week-old mice. Differentially expressed genes (in “Target molecules in dataset” field of the table) related to each upstream pathway are listed along with -log(*p*-values). Download Table 1-2, XLS file.

10.1523/ENEURO.0511-22.2023.tab1-3 Table 1-3 DEGs identified from RNA sequencing comparing nodose ganglia from male and female 12-week-old mice. Cutoffs of fold change >1.5, false discovery rate <0.05, and TMM-normalized counts >5 were used to identify high-confidence DEGs. Download Table 1-3, CSV file.

To further elucidate the biological implications of the large number of gene expression changes observed, QIAGEN Ingenuity Pathway Analysis was performed on the set of developmentally regulated DEGs. Among the top canonical pathways identified, axon guidance signaling and synaptic long-term potentiation (LTP; Fig. 1*B–D*) were identified, consistent with continued circuit growth, maturation, and synaptic strengthening between P7 and adulthood. 

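Within the axon guidance list of Table 1-1, the largest falls were those of *Adamts17*, a secreted protease that cuts matrix (29.0 to 2.36 TMM-normalized counts, log2 fold change -3.37), and *Mmp14*, a protease anchored in the membrane (88.0 to 16.6). The largest rises were those of *Ece2*, a peptidase that processes neuropeptides (1.56), and *Plcb4*, a phospholipase C (1.17, standard error 0.18, adjusted p = 3.4e-05 from limma). The list is cut short in the copy of the table used here, and of the 64 genes read from it 28 were higher, 32 lower and 4 not passing. Of 43 ephrin, netrin and slit genes, 10 were higher, 13 lower and 20 not passing (camera adjusted p = 0.67, adjusted p = 0.82 with an estimated correlation), with a median of 0.02 and a mean of -0.11. The ephrin *Efna2* had a log2 fold change of -1.44 and its relative *Efnb3* one of -1.39, while the netrin receptor *Unc5c* had one of 1.22 and the slit receptor *Robo2* one of 0.89. Semaphorin and plexin genes had 1 of 31 higher (*Plxna2*, 0.79), 5 lower and 25 not passing (camera adjusted p = 0.79, adjusted p = 0.87 with an estimated correlation), with a median of 0.06 and a mean of -0.12. Without any 1 of P7 males 1, 2, 3, 4, 9 and 10 or adult male 3, 2 of them were higher. *Sema4g* fell by 1.44 and the semaphorin receptor *Nrp1* by 0.88 on the log2 scale. In the LTP list, 17 of 29 genes were higher and 12 lower (camera adjusted p = 0.23, adjusted p = 0.33 with an estimated correlation), with a median of 0.64 and a mean of 0.09. Protein phosphatase 1 inhibitors and regulators were among its falls, *Ppp1r14c* at -1.47 and *Ppp1r3d* at -1.21. Both lists of Table 1-1 were chosen by the study on these samples, so that their counts are not independent evidence. The lists share 13 genes.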

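*Grin3a*, which encodes an NMDA receptor subunit, rose from 21.7 ± 2.97 (SD, n = 10) TMM-normalized counts in P7 males to 54.1 ± 4.51 (SD, n = 4) in adult males, a log2 fold change of 1.30 (standard error 0.10, adjusted p = 1.6e-08 from limma). The AMPA receptor subunit genes *Gria3* and *Gria4* had log2 fold changes of 0.61 and 0.64, the latter not passing without P7 male replicate 7. The metabotropic receptor gene *Grm4* rose by 0.64 and *Grina*, which encodes a glutamate receptor associated protein, by 0.77 on the log2 scale. These 5 genes, with the calcium channel gene *Cacna1c*, are members of the LTP list, which holds no sodium or potassium channel gene of the separate lists below. Of 20 glutamate receptor genes, 5 were higher, 2 lower and 13 not passing (camera adjusted p = 0.26, adjusted p = 0.50 with an estimated correlation), and 3 were higher and 1 lower without adult male replicate 3. *Grik1*, a kainate receptor subunit gene, was lower (-1.06, standard error 0.31, adjusted p = 0.0062 from limma), as was *Grin2a* (-0.66). Of 51 potassium channel genes, 29 were higher, 4 lower and 18 not passing (camera adjusted p = 5.2e-07, adjusted p = 0.064 with an estimated correlation). *Kcnq3*, a subunit of the M-current channel, went from 16.8 ± 4.97 (SD, n = 10) to 52.6 ± 6.11 (SD, n = 4), and *Kcnb2*, a delayed rectifier, from 24.6 ± 4.72 (SD, n = 10) to 70.5 ± 7.09 (SD, n = 4). *Kcnmb4*, which modulates calcium-activated channels, fell by 1.04 on the log2 scale. Sodium channel genes had 8 of 14 higher and none lower (camera adjusted p = 0.0084, adjusted p = 0.29 with an estimated correlation), with *Scn8a*, a channel of nodes of Ranvier, at 0.85 and *Scn1a* at 0.80. Of these genes, 5 were higher without adult male replicate 3 and 4 after quantile normalization. The counts of these 3 lists were the same when adjusted over the list alone.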

Among the genes associated with synaptic long-term potentiation were many AMPA and NMDA receptor subunits as well as potassium and sodium transporters that modulate neuronal physiology and maturation (Extended Data Table 1-1). Another pathway identified, the coronavirus pathogenesis pathway, was heavily composed of ribosomal protein genes known to be important for viral replication, but in this context may relate more closely to their critical function in the increased translation that is required for neurite outgrowth. Similarly, the DEGs enriched within the GP6 signaling pathway were primarily composed of collagen-related and laminin-related genes that form the extracellular substrate that supports neurite outgrowth (refer to extended materials for full DEG and pathway lists). 

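*Rplp0*, a protein of the ribosomal stalk, fell from 696 ± 157 (SD, n = 10) TMM-normalized counts in P7 males to 280.1 ± 19.6 (SD, n = 4) in adult males, a log2 fold change of -1.28 (standard error 0.14, adjusted p = 8.1e-07 from limma; chromosome 5 from 115559467 to 115563727 of GRCm38). *Rps14*, a protein of the small subunit, fell from 763 ± 245 (SD, n = 10) to 305 ± 51.2 (SD, n = 4). Of 79 ribosomal protein genes, 62 were lower, none was higher and 17 did not pass (camera adjusted p = 1.4e-15, adjusted p = 0.38 with an estimated correlation), with a median log2 fold change of -0.75 and the same counts when adjusted over the list alone. The coronavirus pathogenesis list of Table 1-1 had 22 of 39 measured genes lower and 17 higher (camera adjusted p = 0.74, adjusted p = 0.87 with an estimated correlation), and 13 of its lower genes are ribosomal protein genes of the separate list. *Rps27l*, a paralog of such a gene, was lower as well (-0.83). The other lower members include *Rbl1*, a cell cycle regulator (-1.57), and *Adam17*, which sheds proteins from the cell surface (-1.46). Its largest rises were those of the androgen receptor gene *Ar* (2.03) and the stress response gene *Ddit3* (1.17), and it also holds the interferon genes *Stat1*, *Stat2* and *Irf9*, which rose by 0.70, 0.74 and 0.65 on the log2 scale. The study chose this list on these samples, so that its counts are not independent evidence. Of the elongation factor genes in the list, *Eef1a1* fell from 3885 to 2425 TMM-normalized counts and its neuronal paralog *Eef1a2* rose from 602 to 1216. Ribosomal protein genes have many processed pseudogenes that may share their reads.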

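*Col3a1*, a fibrillar collagen, was the most changed of the collagens, at 2350.2 ± 262 (SD, n = 10) TMM-normalized counts in P7 males and 84.5 ± 16.5 (SD, n = 4) in adult males (log2 fold change -4.80, standard error 0.11, adjusted p = 3.7e-15 from limma; chromosome 1 from 45311538 to 45349706 of GRCm38). The fibrillar *Col1a1* had a log2 fold change of -4.35 and the basement membrane chain *Col4a1* one of -2.35. Of 39 collagen genes, 36 were lower, none was higher and 3 did not pass (camera adjusted p = 2.6e-18, adjusted p = 0.064 with an estimated correlation). Among 11 laminin genes, 5 were lower, 1 higher and 5 not passing (camera adjusted p = 0.0084, adjusted p = 0.29 with an estimated correlation). *Lama2*, a chain of the Schwann cell basement membrane, fell from 124 ± 17.7 (SD, n = 10) to 30.1 ± 4.61 (SD, n = 4), and *Lamb1* from 299.7 ± 45.0 (SD, n = 10) to 76.8 ± 5.56 (SD, n = 4), whereas *Lamc2* rose by 0.98, and 2 laminin genes were higher without P7 male replicate 3. The counts of both lists were the same when adjusted over the list alone. The GP6 list of Table 1-1 had 22 of 26 genes lower, 3 higher and 1 not passing (camera adjusted p = 6.1e-10, adjusted p = 0.12 with an estimated correlation). It shares 13 genes with the collagens, 12 of them lower, and 4 with the laminins, 3 of them lower, and was chosen by the study on these samples, so that it is not independent evidence. Its other members include *Prkca*, protein kinase C alpha (0.72), and *Itgb3*, an integrin chain (-1.80). The fibroblast marker *Dpt* was lower as well (-3.24), and P7 male 8 had the highest level of *Col6a1* of the P7 males.

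**Figure D4:**
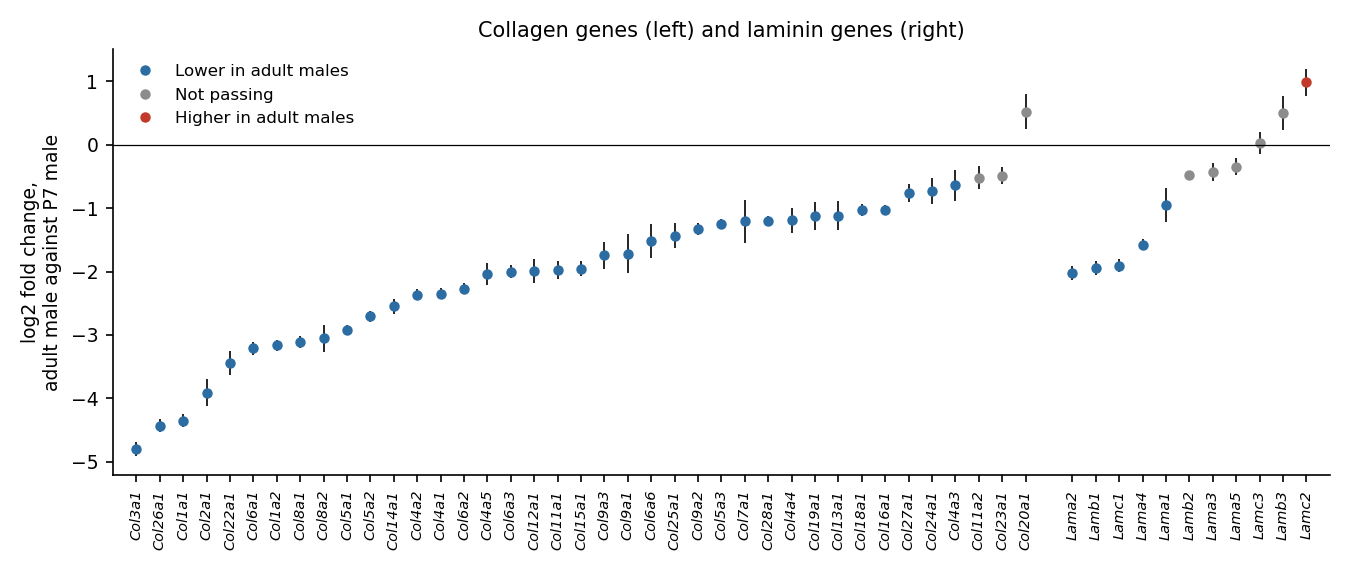
Log2 fold change of each measured collagen gene and laminin gene in 4 adult males against 10 P7 males. Points are limma estimates, bars are standard errors, and colors give the call. All collagen points but 1 lie below 0, as do 8 of the 11 laminin points.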

Among the top upstream regulators identified were BDNF, which has known roles in neuronal growth and survival, and microtubule-associated protein tau, which functions to stabilize axonal microtubules (Fig. 1*B*,*E*, Extended Data Table 1-2). Together, the sequencing data and pathway analysis demonstrate the substantial representation of genes involved in neurite growth, synaptic strengthening, and trophic factor signaling through BDNF.

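*Bdnf* itself stood at 53.4 ± 5.11 (SD, n = 10) TMM-normalized counts in P7 males and 50.4 ± 4.70 (SD, n = 4) in adult males, a log2 fold change of -0.08 (standard error 0.08, adjusted p = 0.37 from limma). Among the genes of the BDNF list of Table 1-2, the largest rise was that of *Sorl1*, a sorting receptor that binds neurotrophin receptors, from 26.6 ± 4.86 (SD, n = 10) to 82.5 ± 12.3 (SD, n = 4). The microtubule protein gene *Map1b* rose by 1.22 and the axonal motor gene *Kif1a* by 0.72 on the log2 scale. The largest falls were those of *Cd36*, a fatty acid transporter (-2.86), with wide spread between mice, and *Egr3*, a transcription factor that neuronal activity induces (13.5 to 1.65 TMM-normalized counts). This list is cut short in the copy of the table used here, and of the 62 genes read from it 28 were higher, 32 lower and 2 not passing, with 18 higher after quantile normalization. It was chosen by the study on these samples, which makes its counts no independent evidence. It shares genes with the ribosomal, synaptic vesicle and immediate early gene lists. Of 8 neurotrophic factor genes, 2 were higher, 2 lower and 4 not passing (camera adjusted p = 0.72, adjusted p = 0.81 with an estimated correlation), with a median of -0.13 that becomes 0.12 after quantile normalization. Without any 1 of P7 males 3, 4, 6 and 7 or adult males 1, 2 and 3, 1 factor was higher. *Cntf*, ciliary neurotrophic factor, which Schwann cells make, rose from 3.94 ± 2.15 (SD, n = 10) to 12.9 ± 1.23 (SD, n = 4) (log2 fold change 1.75, adjusted p = 2.5e-04 from limma), while *Ntf3*, neurotrophin 3, had a log2 fold change of -3.01 from 6.18 to 0.315.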

BDNF is known to support the survival and growth of a subset of neurons in the nodose ganglion (Ernfors et al., 1994; Niwa et al., 2002; Hellard et al., 2004). This is consistent with our transcriptomics data suggesting that BDNF is a significant regulator of developmental gene expression on P7. 

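*Ntrk2*, which encodes TrkB, had 337 ± 81.8 (SD, n = 10) TMM-normalized counts in P7 males, from 212 to 433 (chromosome 13 from 58806569 to 59133970 of GRCm38). It had rank 2 of the 10 receptors shown in Fig. 1F and rank 3 of 14 receptor genes measured here. *Ngfr*, the p75 receptor that binds all neurotrophins and that Fig. 1F does not show, had 1179 ± 212 (SD, n = 10). Among the 14 receptors, 3 were higher in adult males, 2 lower and 9 not passing (camera adjusted p = 0.018, adjusted p = 0.29 with an estimated correlation), with the same counts when adjusted over the list alone. The higher ones were *Ntrk2*, *Osmr* (log2 fold change 0.96) and *Gfra4* (0.65), and the lower ones *Ntrk1* (-0.86) and *Gfra3* (-0.67). The call of *Gfra3* is lost without any 1 of P7 males 2 to 8 or adult males 1 and 2, its adjusted p being 0.045 from limma with all samples. Levels are not divided by transcript length, so that ranks between genes also depend on length.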

Further analysis of the sequencing data confirmed high expression of the BDNF receptor, *Ntrk2*, at P7 along with several other neurotrophic factor receptors (NTFRs) with well established effects on nervous system development. 

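*Ret*, the signaling receptor shared by GDNF family ligands, had 714 ± 64.6 (SD, n = 10) TMM-normalized counts in P7 males, the highest level of the receptors in Fig. 1F (chromosome 6 from 118151745 to 118197718 of GRCm38). *Lifr*, a chain of the LIF receptor, had 250.5 ± 16.8 (SD, n = 10), with every P7 male between 218 and 279.7. *Ntrk1*, which encodes TrkA, had 222 ± 86.9 (SD, n = 10), and its spread was wider, with P7 male 6, the sample with the highest level of sympathetic markers, far above the others. Across P7 males it rose with the jugular marker *Prdm12*, with a Pearson's r of 0.883 (p = 0.0011, 2-sided, 100000 permutations) and a Spearman's rho of 0.939 (p = 0.00021). Without the 2 samples farthest from the median of *Prdm12*, r was 0.786. This is 1 of 5 such relations computed, and the adjusted p (Benjamini-Hochberg) is 0.0018 for r with *Prdm12*. Another of the 5, with the level of the sympathetic markers, had an r of 0.394 (p = 0.26 from 100000 permutations), or 0.060 without P7 males 1 and 6. *Gfra1*, the coreceptor for GDNF, had 100.0 ± 10.5 (SD, n = 10), and *Il6st*, the chain that partners *Lifr*, had 212 ± 22.4 (SD, n = 10). *Ret* exceeded *Ntrk2* in all 10 P7 males and *Ntrk2* exceeded *Lifr* in 7 of 10 (2-sided exact sign-flip permutation tests, adjusted p = 0.0044 and 0.020, over 9 pairs of neighbors in rank). *Lifr* and *Ntrk1* could not be ranked (p = 0.29 from the same exact permutation test).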

Among the other most highly expressed NTFRs were *Ret* and *Gfra1*, which together bind GDNF; *Ntrk1*, the receptor for NGF; and *Lifr*, the receptor for LIF (Fig. 1*F*). Six other NTFRs exhibited limited expression. 

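*Gfra2*, the coreceptor for neurturin, had 68.1 ± 10.4 (SD, n = 10) TMM-normalized counts in P7 males and *Cntfr*, the receptor for ciliary neurotrophic factor, 54.2 ± 5.73 (SD, n = 10). *Gfra3*, the coreceptor for artemin, had 31.0 ± 11.7 (SD, n = 10), *Ntrk3*, the receptor for neurotrophin 3, 17.1 ± 2.53 (SD, n = 10) and *Gfra4*, the coreceptor for persephin, 13.1 ± 1.62 (SD, n = 10). These 5 receptors have ranks 6 to 10 in Fig. 1F. Outside Fig. 1F, *Osmr*, the oncostatin M receptor, had 6.50 ± 1.62 (SD, n = 10), with P7 male 7 above the others, and *Il6ra*, the interleukin 6 receptor, 1.74 ± 0.567 (SD, n = 10). From *Gfra1* downward, the mean of each receptor of Fig. 1F exceeded that of its next lower neighbor. The adjusted p of each pair was under 0.05 by 2-sided exact sign-flip permutation tests of the mean difference. Neighbors were ordered by these same means, and levels are not divided by transcript length, which was 699 for *Cntfr* and 1480 for *Gfra2*. The tests of neighbors therefore do not show an order of transcript abundance. The difference of *Gfra2* and *Cntfr* was 13.85 with an SD of 13.94, and *Gfra3* exceeded *Ntrk3* in 8 of 10 P7 males. The smallest p that 10 mice allow is 0.00195. In adult males, *Gfra2* stood at 91.4, *Cntfr* at 72.7 and *Ntrk3* at 21.3, each past an adjusted p of 0.05 but with fold changes under 1.5. Every level exceeds the value of 1 read in each library.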

Given the prominent representation of DEGs involved in axon growth and guidance in early postnatal life, we sought to examine the relationship between the highest expressed trophic factor receptors in early postnatal samples and growth of VSNs.

### BDNF and GDNF support neurite outgrowth from the nodose ganglion

Using an *in vitro* system of nodose ganglion explants, candidate neurotrophic factors were tested for their ability to stimulate neurite outgrowth. To focus specifically on neurite outgrowth and reduce the effects of neurotrophic factors on neuronal survival, ganglia were collected on P0 after the peak in apoptosis (Extended Data Fig. 2-1). Ganglia cultured with vehicle survived well and extended neurites growing radially in all directions from the explant (Fig. 2*A*). Compared with the vehicle-treated explants, ganglia cultured with either BDNF or GDNF exhibited robust increases in average neurite length (Fig. 2*A–D*). By contrast, ganglia cultured with NGF or LIF showed no difference in neurite length compared with vehicle-treated cultures (Fig. 2*D*). While differences in response properties and innervation patterns have been reported between the left and right nodose ganglion (Han et al., 2018), in the present experiments, no differences in trophic factor responsiveness between sides were observed.

**Figure 2.**
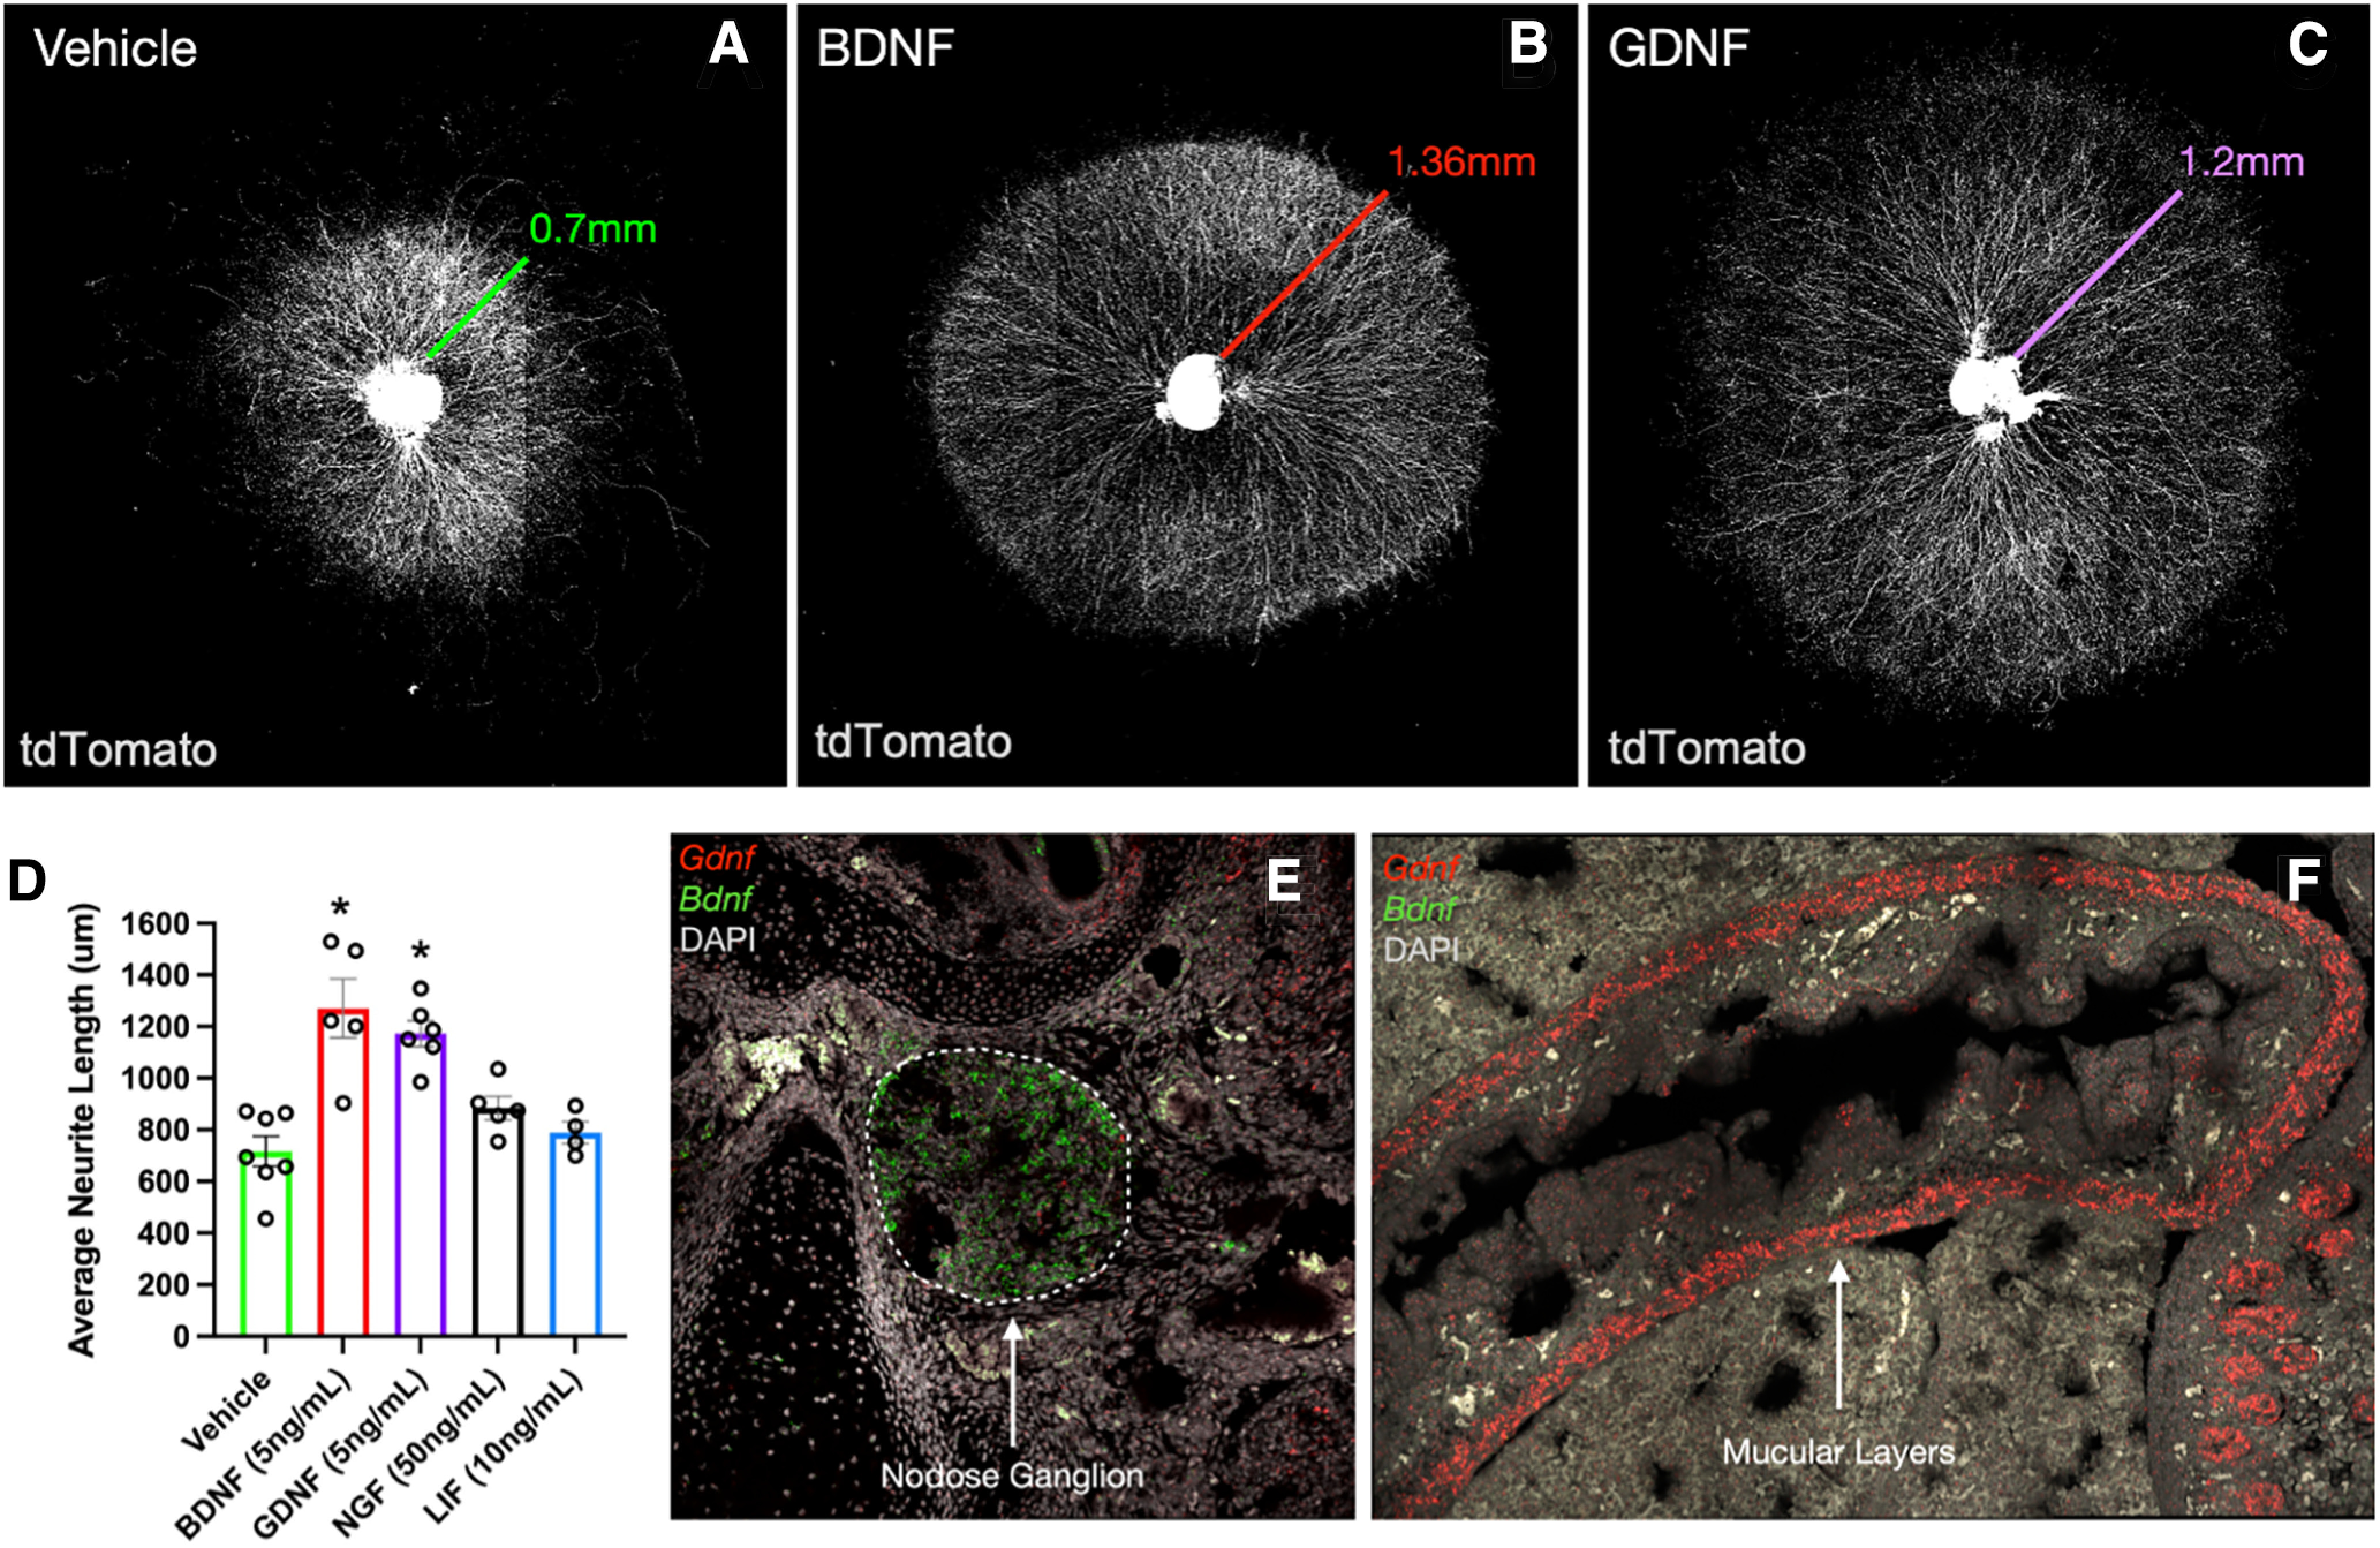
BDNF and GDNF stimulate neurite outgrowth from cultured nodose ganglion explants. ***A–C***, Representative images of nodose ganglion explants grown from *Phox2b^cre^;tdTom* mouse pups on P0 treated with vehicle (***A***), 5 ng/ml BDNF (***B***), or 5 ng/ml GDNF (***C***). Colored lines indicate average neurite lengths for each condition, as graphed in ***D***. To focus specifically on neurite outgrowth and to reduce the effects of neurotrophic factors on neuronal survival, ganglia were collected on P0 after the peak in apoptosis (Extended Data Fig. 2-1). ***D***, Quantification of average neurite length of nodose ganglion explants grown for 4 d with vehicle, BDNF, GDNF, NGF, or LIF. *p < 0.05 as analyzed by Kruskal–Wallis nonparametric ANOVA with Dunn’s correction for multiple comparisons. *n* = 6 vehicle, *n* = 5 BDNF, *n* = 5 GDNF, *n* = 3 NGF, *n* = 2 LIF. ***E***, ***F***, Representative images of multiplex *in situ* hybridization for *Bdnf* (green) and *Gdnf* (red), and DAPI counterstain (gray) in E15 mouse embryos. Dashed lines in ***E*** outline the boundaries of the right nodose ganglion. Arrow in ***F*** points to *Gdnf* transcript labeling in the muscular layers of the intestine.

10.1523/ENEURO.0511-22.2023.f2-1 Figure 2-1 Ontogeny of cell death in the nodose ganglion. ***A–D***, Representative images of the right nodose ganglion on E13, E15, P0, and P7 from *Phox2b^cre^;Tomato* mice. Immunohistochemistry was used to label the apoptotic marker, activated caspase 3 (magenta), together with endogenous tdTomato labeling (green) of all VSNs. ***E***, Quantification of the number of activated caspase-positive neurons per ganglion on E13, E15, P0, and P7 (*n* = 3–4 mice/group). *p < 0.05, **p < 0.01 comparing all groups by one-way ANOVA and Tukey’s correction for multiple comparisons. Download Figure 2-1, TIF file.

Given that BDNF and GDNF were both found to increase neurite outgrowth from developing nodose explants, we next determined their expression patterns during the perinatal period using multiplex fluorescent *in situ* hybridization (RNAscope). Interestingly, BDNF was highly expressed in the E15 nodose ganglion itself (Fig. 2*E*) in a pattern that overlapped with the neuronal marker HuC/D. Conversely, little GDNF was expressed in the nodose ganglion. Instead, GDNF was highly expressed in the muscular layers of the GI tract, and modestly expressed in stromal and epithelial compartments of the intestine (Fig. 2*F*). Together, the data show that while both BDNF and GDNF support nodose neurite outgrowth, BDNF may act locally within the nodose ganglion itself and GDNF may support target-derived growth of ganglion projections to subdiaphragmatic targets in the GI tract.

### GDNF receptor expression is enriched in subdiaphragmatic-projecting *Scn10a^+^* neurons

Responsiveness to BDNF and GDNF are dependent on expression of their respective neurotrophic factor receptors; *Ntrk2* for BDNF and *Gfra1* for GDNF. While the binding of GDNF to *Gfra1* also requires the expression of *Ret*, *Ret* dimerizes with other receptors such as *Gfra2*, *Gfra3*, and *Gfra4* to confer specificity of binding to other trophic factors (neurturin, artemin, and persephin, respectively) and is therefore not specific to GDNF (Airaksinen and Saarma, 2002). The enrichment of GDNF observed in the GI tract raises the question of whether the expression of the GDNF receptor *Gfra1* is also enriched in VSNs that project to the stomach and intestine. To this end, highly multiplexed *in situ* hybridization (HiPlex RNAscope) was used to label 12 independent RNA transcripts within the same tissue section. This facilitated the labeling of several cell type-specific VSN markers with *Ntrk2* or *Gfra1*. Tissue samples were collected from mice on E13, E15, P0, and P7 to examine trophic factor receptor expression as nodose sensory neurons grow and reach GI targets, and as they mature postnatally. Analysis across these ages demonstrated that *Ntrk2* is expressed in the majority of VSNs at all prenatal and postnatal ages examined (Fig. 3*A–D*). By contrast, *Gfra1* was expressed by a significantly higher fraction of nodose ganglion neurons at E13 than at E15 or P7. While the proportion of neurons expressing *Gfra1* declined, expression in the remaining Gfra1^+^ neurons was at high levels (Fig. 3*A–D*).

**Figure 3.**
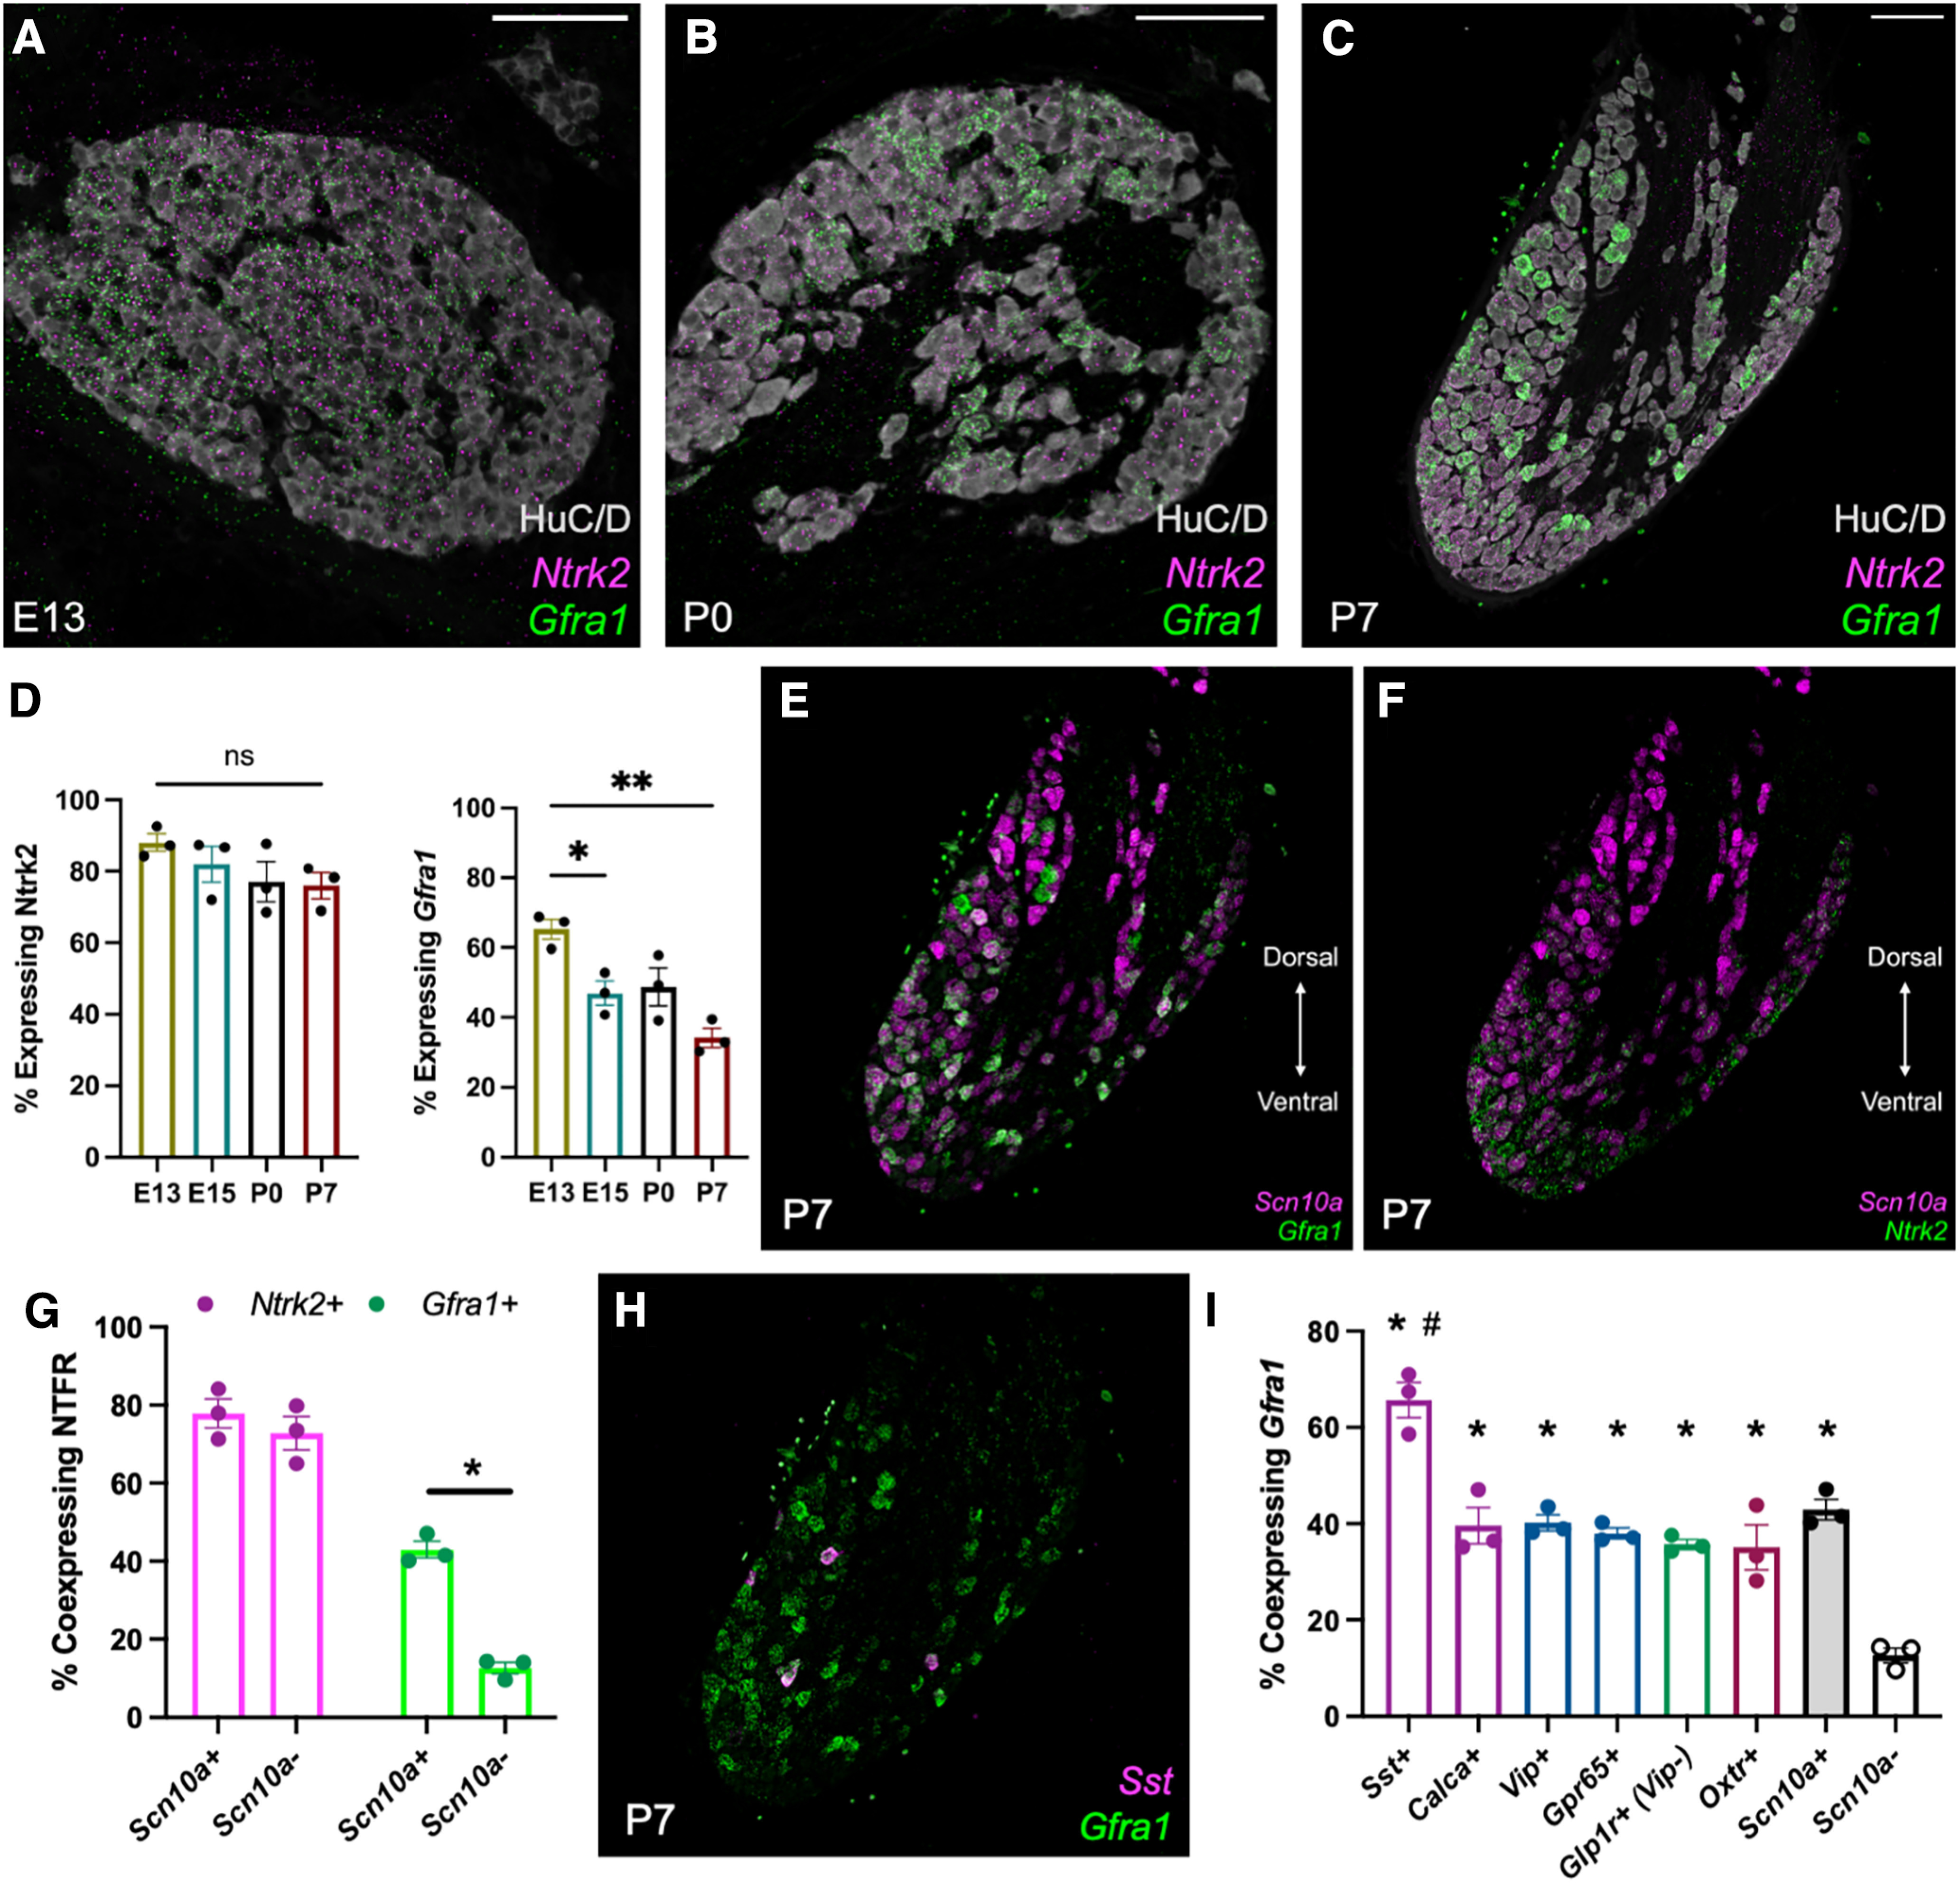
GDNF receptor expression is enriched in *Scn10a*^+^ vagal afferent cell types that project to the GI tract. ***A–C***, Representative images of the right nodose ganglia on E13 (***A***), P0 (***B***), and P7 (***C***) showing labeled *Gfra1* (green) and *Ntrk2* (magenta) transcripts, or the neuronal marker HuC/D (gray). ***D***, Quantification of the proportion of neurons expressing *Ntrk2* or *Gfra1* on E13, P0, and P7 (*n* = 3 mice/group). *p < 0.05, ***p < 0.001. ns, Not significant, as analyzed by one-way ANOVA and Tukey’s correction for multiple comparisons. ***E***, ***F***, Representative images of labeled *Scn10a* (magenta), *Gfra1* (green; ***E***), and *Ntrk2* (green; ***F***) transcripts in the right nodose ganglion of P7 mouse pups. ***G***, Quantification of the percentage of *Scn10a*^+^ and *Scn10a*^–^ that coexpress *Ntrk2* or *Gfra1* on P7 (*n* = 3 mice/group). Extended Data Figure 3-1, quantification on E13, E15, and P0. *p < 0.05 as analyzed by two-sided *t* test. Statistics for *Ntrk2* and *Gfra1* were performed separately, then graphed together. ***H***, Representative image of labeled *Sst* (magenta) and *Gfra1* (green) transcripts in the right nodose ganglia of a P7 mouse pup. ***I***, Quantification of the percentage of neurons expressing each cell type marker (*x*-axis) that coexpress *Gfra1* on P7. Values for *Scn10a*^+^ and *Scn10a*^–^ neurons also appear in ***G*** and are illustrated on the same graph for direct comparison (*n* = 3 mice/group). *p < 0.05 compared with *Scn10a*^–^ percentage coexpression by one-way ANOVA and Tukey’s correction for multiple comparisons. #*p* < 0.05 compared with *Scn10a*^+^ percentage of coexpression by one-way ANOVA and Tukey’s correction for multiple comparisons.

10.1523/ENEURO.0511-22.2023.f3-1 Figure 3-1 Neurotrophic factor receptor expression in *Scn10a*^+^ and *Scn10a*^–^ neurons across development. The percentage of neurons coexpressing either *Ntrk2* or *Gfra1* was measured on E13, E15, and P0 (*n* = 3 mice/group). *p < 0.05 as analyzed by two-sided *t*-test at each age. Statistics for *Ntrk2* and *Gfra1* were performed separately, then graphed together. Download Figure 3-1, TIF file.

To determine the subpopulation of neurons expressing *Gfra1* or *Ntrk2*, each NTFR was examined for colocalization with specific vagal cell type markers at P7. Anatomical and single-cell sequencing studies have demonstrated that *Scn10a* (also known as Nav1.8) is primarily expressed by VSNs that project below the diaphragm (∼90%), with a minor portion of afferents projecting to pulmonary targets (Bai et al., 2019; Kupari et al., 2019). At P7, *Ntrk2* was expressed by a similar proportion (∼75%) of *Scn10a*^+^ and *Scn10a*^–^ neurons (Fig. 3*F*,*G*). By contrast, only 12% of *Scn10a*^–^ neurons expressed *Gfra1*, while 43% of *Scn10a*^+^ neurons coexpressed *Gfra1*, demonstrating a significant enrichment of *Gfra1* in a neuronal population that projects nearly selectively to the GI tract (Gautron et al., 2011; Bai et al., 2019; Kupari et al., 2019; Fig. 3*E*,*G*). A distinct enrichment of *Gfra1*^+^ neurons was apparent in the ventral portion of the fused nodose–jugular ganglion, corresponding to expression in the ventral nodosal compartment. Together, the specific expression patterns are consistent with a role for target-derived GDNF expressed by the developing GI tract in supporting subdiaphragmatic vagal growth.

Subdiaphragmatic *Scna10a*^+^ vagal cell types can further be subtyped by the expression of other marker genes. Stomach mucosal-projecting neurons express either *Sst* or *Calca*, stomach IGLEs express *Glp1r* but not *Vip*, intestinal mucosal-projecting neurons express either *Gpr65* or *Vip*, and intestinal IGLEs express *Oxtr* (see Fig. 5*B*; Bai et al., 2019). Using HiPlex RNAscope, each of these cell types were examined for coexpression of *Gfra1* at P7. Compared with *Scn10a*^–^ neurons, all GI-projecting populations (*Sst*^+^, *Calca*^+^, *Vip*^+^, *Gpr65*^+^, *Glp1r*^+^/*Vip*^–^, and *Oxtr*^+^) exhibited a significant enrichment of *Gfra1* expression (Fig. 3*I*), with *Sst*^+^ stomach mucosal neurons exhibiting the highest enrichment of *Gfra1* compared with other *Scn10a*^+^ neuronal subtypes (Fig. 3*H*,*I*).

Potential *Ntrk2* and *Gfra1* enrichment in select subpopulations of nodose ganglion neurons was also analyzed in embryonic samples. *Scn10a* expression was first detected at E13, a day before descriptions in *Scn10a-Cre* mice where robust Cre-dependent X-gal staining was detected at E14 (Stirling et al., 2005). At E13, a similar proportion of *Scn10a*^+^ and *Scn10a*^–^ neurons coexpressed *Gfra1* (∼65%; Extended Data Fig. 3-1). By E15, coexpression of *Gfra1* was significantly decreased in *Scn10a*^–^ neurons (52.8% of *Scn10a*^+^, 31.1% of *Scn10a*^–^). This difference was sustained at P0 (57.9% of *Scn10a*^+^, 31.4% of *Scn10a*^–^) and P7 (43.0% of *Scn10a*^+^, 12.6% of *Scn10a*^–^) by nodose ganglia. A significant, but transient, decrease in the proportion of *Scn10a*^–^ neurons expressing *Ntrk2* also was observed at E15, but was not sustained in P0 or P7 nodose ganglion. While the analysis of coexpression within *Scn10a*^+^ neurons was possible at embryonic time points, the coexpression of NTFR in specific subpopulations of GI-projecting neurons was not possible because of the low expression of most cell type marker genes. Instead, expression patterns were leveraged to examine the maturation of cell type marker expression.

### Nodose cell types are readily resolved by early postnatal life

Nodose ganglion cell type identity and function have primarily been examined in adult rodents (Gautron et al., 2011; Egerod et al., 2018; Bai et al., 2019; Kupari et al., 2019). As such, there are limited data available that describe the development of VSN transcriptomic diversity and cell type identity. To establish a timeline for VSN cell type-specific marker expression, HiPlex RNAscope and the SCAMPR analysis were used. On E13 and E15, little to no signal was concentrated within specific cell bodies for *Sst*, *Calca*, *Gpr65*, or *Oxtr* transcripts [Fig. 4*A*,*B*,*E*,*H*, representative E15 ganglia images not shown (but are quantified in Fig. 4*A*)]. Conversely, a dense *Vip* signal was observed in a small number of cell bodies at E13 (Fig. 4*E–G*). The proportion of *Vip*^+^ neurons increased through E15 and P7 (Fig. 4*A*,*E–G*). Additionally, neurons expressing the serotonin receptor *Htr3b* also exhibited high expression in a subpopulation of neurons that was maintained by a constant proportion of neurons from E13 to P7 (Fig. 4*A*, Extended Data Fig. 4-1). The expression patterns of *Vip* and *Htr3b* in specific neuronal subpopulations at E13 suggest that, while still immature, specific cell types begin to emerge just a few days after the ganglion forms. By P7, concentrated labeling for all cell type markers were localized to specific single-neuron profiles (Fig. 4*D*,*G*,*J*, Extended Data Fig. 4-1).

10.1523/ENEURO.0511-22.2023.f4-1 Figure 4-1 Early specification of subpopulations of vagal neurons expressing *Htr3b*. ***A–C***, Representative images of the right nodose ganglion on E13, P0, and P7 labeled for *Htr3b* (magenta) and *Cckar* (green) transcripts and HuC/D. Scale bar, 100 μm. Download Figure 4-1, TIF file.

A dorsal–ventral-specific labeling pattern was observed for several transcripts at P7. *Sst*, *Gpr65*, *Vip*, and *Glp1r* were primarily localized to the ventral portion of the nodose–jugular ganglion complex (Fig. 4*D*,*G*,*J*). Conversely, *Calca*^+^ neurons were localized to the dorsal portion of the ganglion (Fig. 4*G*). While *Calca* is expressed by ∼10% of gastric-projecting nodose neurons, it is also expressed by *Prdm12*^+^ neurons of the jugular ganglion, which are located in the dorsal-most portions of the fused jugular–nodose ganglion (Bai et al., 2019; Kupari et al., 2019).

**Figure 4.**
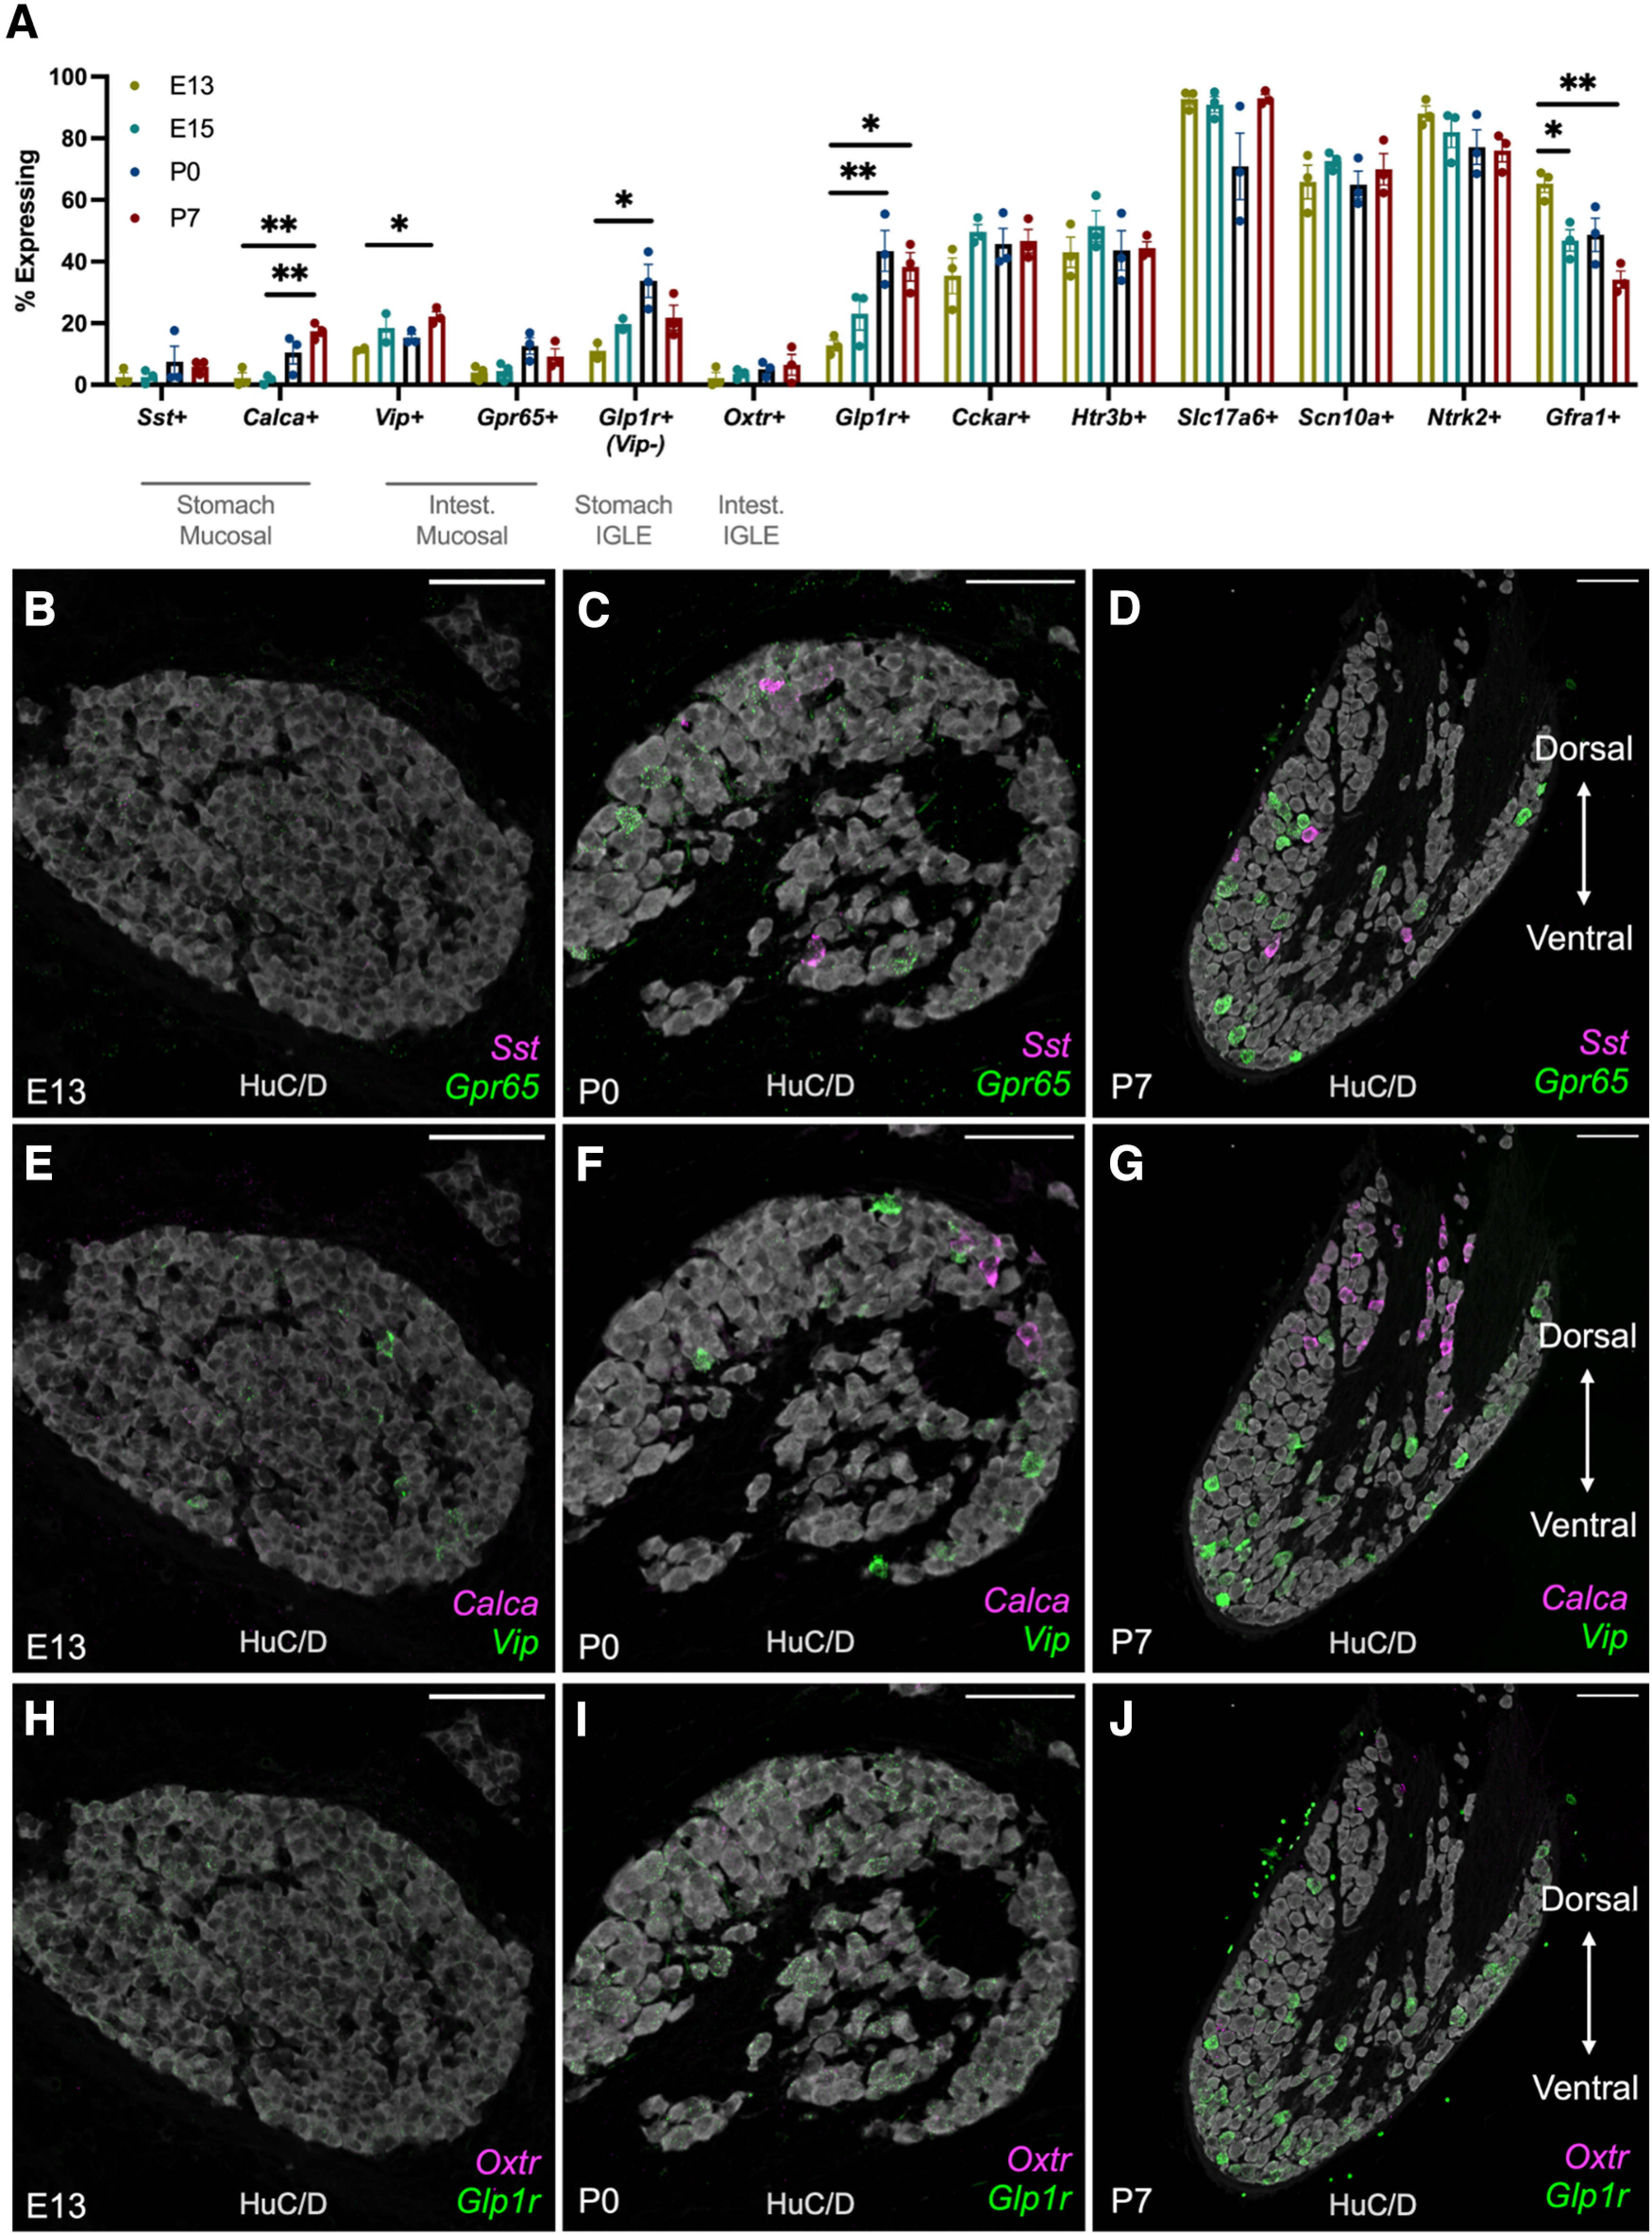
Early prenatal expression of vagal afferent cell type markers becomes progressively more mature by P7. ***A***, Quantification of all 12 transcripts measured using HiPlex RNAscope and the SCAMPR for analysis at single-neuron resolution. The mRNAs that were probed are indicated on the *x*-axis. The percentage of neurons expressing each transcript is indicated on the *y*-axis. Each point represents percentages calculated from a single mouse, in which expression was quantified from several hundred neurons in the right nodose ganglion (*n* = 3 mice/group; 324–795 neurons measured per sample). *p < 0.05 comparing all ages for each transcript by one-way ANOVA and Tukey’s correction for multiple comparisons. ***B–D***, Representative images of the right nodose ganglion on E13, P0, and P7 labeled for *Sst* (magenta) and *Gpr65* (green) transcripts and the neuronal marker HuC/D. Scale bar, 100 μm. ***E–G***, Representative images of the right nodose ganglion on E13, P0, and P7 labeled for *Calca* (magenta) and *Vip* (green) transcripts and HuC/D. Scale bar, 100 μm. ***H–J***, Representative images of the right nodose ganglion on E13, P0, and P7 labeled for *Oxtr* (magenta) and *Glp1r* (green) transcripts and HuC/D. Scale bar, 100 μm. For representative images of *Htr3b* and *Cckar* transcripts refer to Extended Data Figure 4-1.

Examination of RNA sequencing data were further used to compare changes in cell type marker gene expression between P7 male and adult male and female mice. No statistically significant differences in cell type marker expression were observed by comparing adult male and female nodose ganglion (Fig. 5*A*). 

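*Calca*, which encodes calcitonin gene-related peptide, had 380.3 ± 116 (SD, n = 3) TMM-normalized counts in adult females and 278 ± 79.0 (SD, n = 4) in adult males, a log2 fold change of 0.44. Its 95% interval reaches from -0.10 to 0.98. *Glp1r*, the receptor for glucagon-like peptide 1, was at 7.15 ± 3.29 (SD, n = 3) in females against 10.2 ± 1.66 (SD, n = 4) in males (log2 fold change -0.56, interval -1.15 to 0.03). These are the largest differences in each direction among the 12 markers of Fig. 5. *Gpr65*, a receptor that senses protons, had a log2 fold change of 0.06 (interval -0.23 to 0.35). None of the 12 markers differed by limma, edgeR or DESeq2, and none had an unadjusted p under 0.05. The smallest adjusted p from limma was 0.50 over all genes and 0.46 over the 12 markers alone. With 3 females and 4 males, the exact permutation test cannot give a p under 0.0571. The intervals do not exclude differences of over 1.5-fold for *Calca*, *Glp1r*, *Cckar* and *Vip*, and that of *Vip* reaches from -1.18 to 0.99.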

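*Sst*, which encodes the inhibitory peptide somatostatin, had 5.69 ± 1.42 (SD, n = 10) TMM-normalized counts in P7 males and 7.24 ± 0.823 (SD, n = 4) in adult males. The log2 fold change was 0.36 (95% interval -0.03 to 0.75), and the exact permutation test gave p = 0.040, or 0.069 when adjusted over the 12 markers. *Glp1r* had 7.04 ± 2.10 (SD, n = 10) in P7 males and a log2 fold change of 0.54 (95% interval 0.12 to 0.95), with all 4 adult males above the P7 median. Its adjusted p from limma is 0.025 over all genes and 0.034 over the 12 markers alone, with a fold change under 1.5, and the change exceeds 1.5-fold without P7 male replicate 1 (0.61) or adult male replicate 3 (0.63). *Calca* had 393 ± 142 (SD, n = 10) in P7 males and a log2 fold change of -0.45 (95% interval -0.99 to 0.08). In P7 males *Calca* rose with the jugular marker *Prdm12*, with a Pearson's r of 0.927 (p = 1e-05, the smallest that 100000 permutations can give) and a Spearman's rho of 0.964 (p = 6e-05). Without the 2 samples farthest from the median of *Prdm12*, r was 0.874, and the adjusted p over the 5 relations computed is 5e-05. *Vip*, vasoactive intestinal peptide, stood at 51.3 ± 17.6 (SD, n = 10) and 54.5 ± 22.5 (SD, n = 4), a log2 fold change of 0.08 (95% interval -0.47 to 0.63) that turns negative without adult male replicate 2 (-0.16). *Oxtr*, the oxytocin receptor, had 6.41 ± 1.45 (SD, n = 10) and 7.21 ± 1.06 (SD, n = 4), a change of 0.18 (95% interval -0.17 to 0.52). Of the 6 subtype markers of Fig. 5A, 1 was higher, none lower and 5 not passing by limma (camera adjusted p = 0.33, adjusted p = 0.55 with an estimated correlation). The intervals include a 1.5-fold increase, 0.58 on the log2 scale, for *Glp1r*, *Sst* and *Vip*, and a 1.5-fold decrease for *Calca*.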

Compared with adult ganglia, there was no change in expression for *Sst*, *Calca*, *Glp1r*, *Vip*, or *Oxtr*, suggesting that by P7 mature patterns of neuronal subtype expression have been reached for these genes in nodose neurons (Fig. 5*A*). By contrast, *Gpr65*, a marker of a subtype of intestinal macronutrient-responsive mucosal neurons, increased more than threefold in adult male and female nodose ganglion, suggesting that this population continues to mature after P7 (Fig. 5*A*; Williams et al., 2016). 

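*Gpr65* lies on chromosome 12 from 98268635 to 98276644 of GRCm38. Its level was 12.3 ± 3.78 (SD, n = 10) TMM-normalized counts in P7 males, 36.5 ± 3.85 (SD, n = 4) in adult males and 38.4 ± 7.43 (SD, n = 3) in adult females. The ratio of means was 2.97 for adult males and 3.12 for adult females. For adult males the log2 fold change was 1.58 (95% interval 1.17 to 1.99) with a standard error of 0.19 (adjusted p = 2.4e-06 from limma), and for adult females it was 1.64 (standard error 0.23, adjusted p = 3.4e-05 from limma). All 4 adult males and all 3 adult females lay above every P7 male, whose highest value was 19.1. The exact permutation test gave p = 0.0020 for adult males and 0.0070 for adult females, the smallest that these numbers of mice allow. *Gpr65* passed under every alternative setting run, with log2 fold changes from 1.29 to 1.66. Among 23 receptors for signals from the gut, 8 were higher, 3 lower and 12 not passing (camera adjusted p = 0.096, adjusted p = 0.49 with an estimated correlation), with the same counts when adjusted over the list alone and 1 lower without adult male replicate 2 or 3. The others that were higher include the dopamine receptor gene *Drd2* (0.91), the neurotensin receptor gene *Ntsr1* (0.85) and *P2ry1*, a receptor for ADP (0.90).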

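The voltage-gated sodium channel gene *Scn10a* had 432 ± 56.0 (SD, n = 10) TMM-normalized counts in P7 males, 802 ± 119 (SD, n = 4) in adult males and 701 ± 118 (SD, n = 3) in adult females. Its log2 fold change in adult males was 0.89 (95% interval 0.66 to 1.12), with a standard error of 0.11 (adjusted p = 2.1e-06 from limma; chromosome 9 from 119608456 to 119719322 of GRCm38). *Cckar*, the receptor for cholecystokinin, went from 67.8 ± 21.6 (SD, n = 10) to 197 ± 42.5 (SD, n = 4) in males and 179.9 ± 52.1 (SD, n = 3) in females. Its log2 fold change was 1.58 (95% interval 1.10 to 2.06), with a standard error of 0.23 (adjusted p = 1.3e-05 from limma; chromosome 5 from 53697776 to 53707705). *Ntrk2* reached 686 ± 60.5 (SD, n = 4) in adult males and 601 ± 120.3 (SD, n = 3) in adult females, a log2 fold change of 1.06 (95% interval 0.70 to 1.43) in males with a standard error of 0.17. Against P7 males, adult females had log2 fold changes of 1.43 for *Cckar*, 0.85 for *Ntrk2* and 0.69 for *Scn10a*. In each of the 3 genes every adult lay above every P7 male, and the 4 adult males reach the smallest p of the exact permutation test (adjusted p = 0.0060 over the 12 markers). The other probed markers of Fig. 5C did not pass by limma: *Slc17a6*, the vesicular glutamate transporter, at 0.27 (95% interval 0.01 to 0.52), *Htr3b*, a serotonin receptor subunit, at 0.32 (95% interval -0.10 to 0.75), and *Gfra1* at 0.08 (95% interval -0.10 to 0.25). As a list, the 6 genes of Fig. 5C had 3 higher, none lower and 3 not passing (camera adjusted p = 0.043, adjusted p = 0.38 with an estimated correlation), with the same counts when adjusted over the list alone. The study chose these markers from other data, and none of the 3 calls was lost under any alternative setting run. *Gpr65* and *Cckar* are also members of the list of 8 nodose markers, whose median log2 fold change in adult males was 0.90. Whether *Scn10a* and *Ntrk2* rose beyond nodose markers at large was not tested.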

*Scn10a*, *Cckar*, and *Ntrk2* were also increased in adults (Fig. 5*C*). Nav1.8 (*Scn10a*) is a voltage-gated sodium channel that modulates vagal electrophysiological properties, while CCK A receptors (*Cckar*) participate in vagally mediated satiety signaling and meal termination (Gibbs et al., 1973; Raybould and Tache, 1988; Moran, 2000). The expression data for *Gpr65*, *Scn10a*, and *Cckar* suggest that the response properties of GI-projecting vagal neurons continue to mature in early postnatal life as they are exposed to feeding-related stimuli.

**Figure 5.**
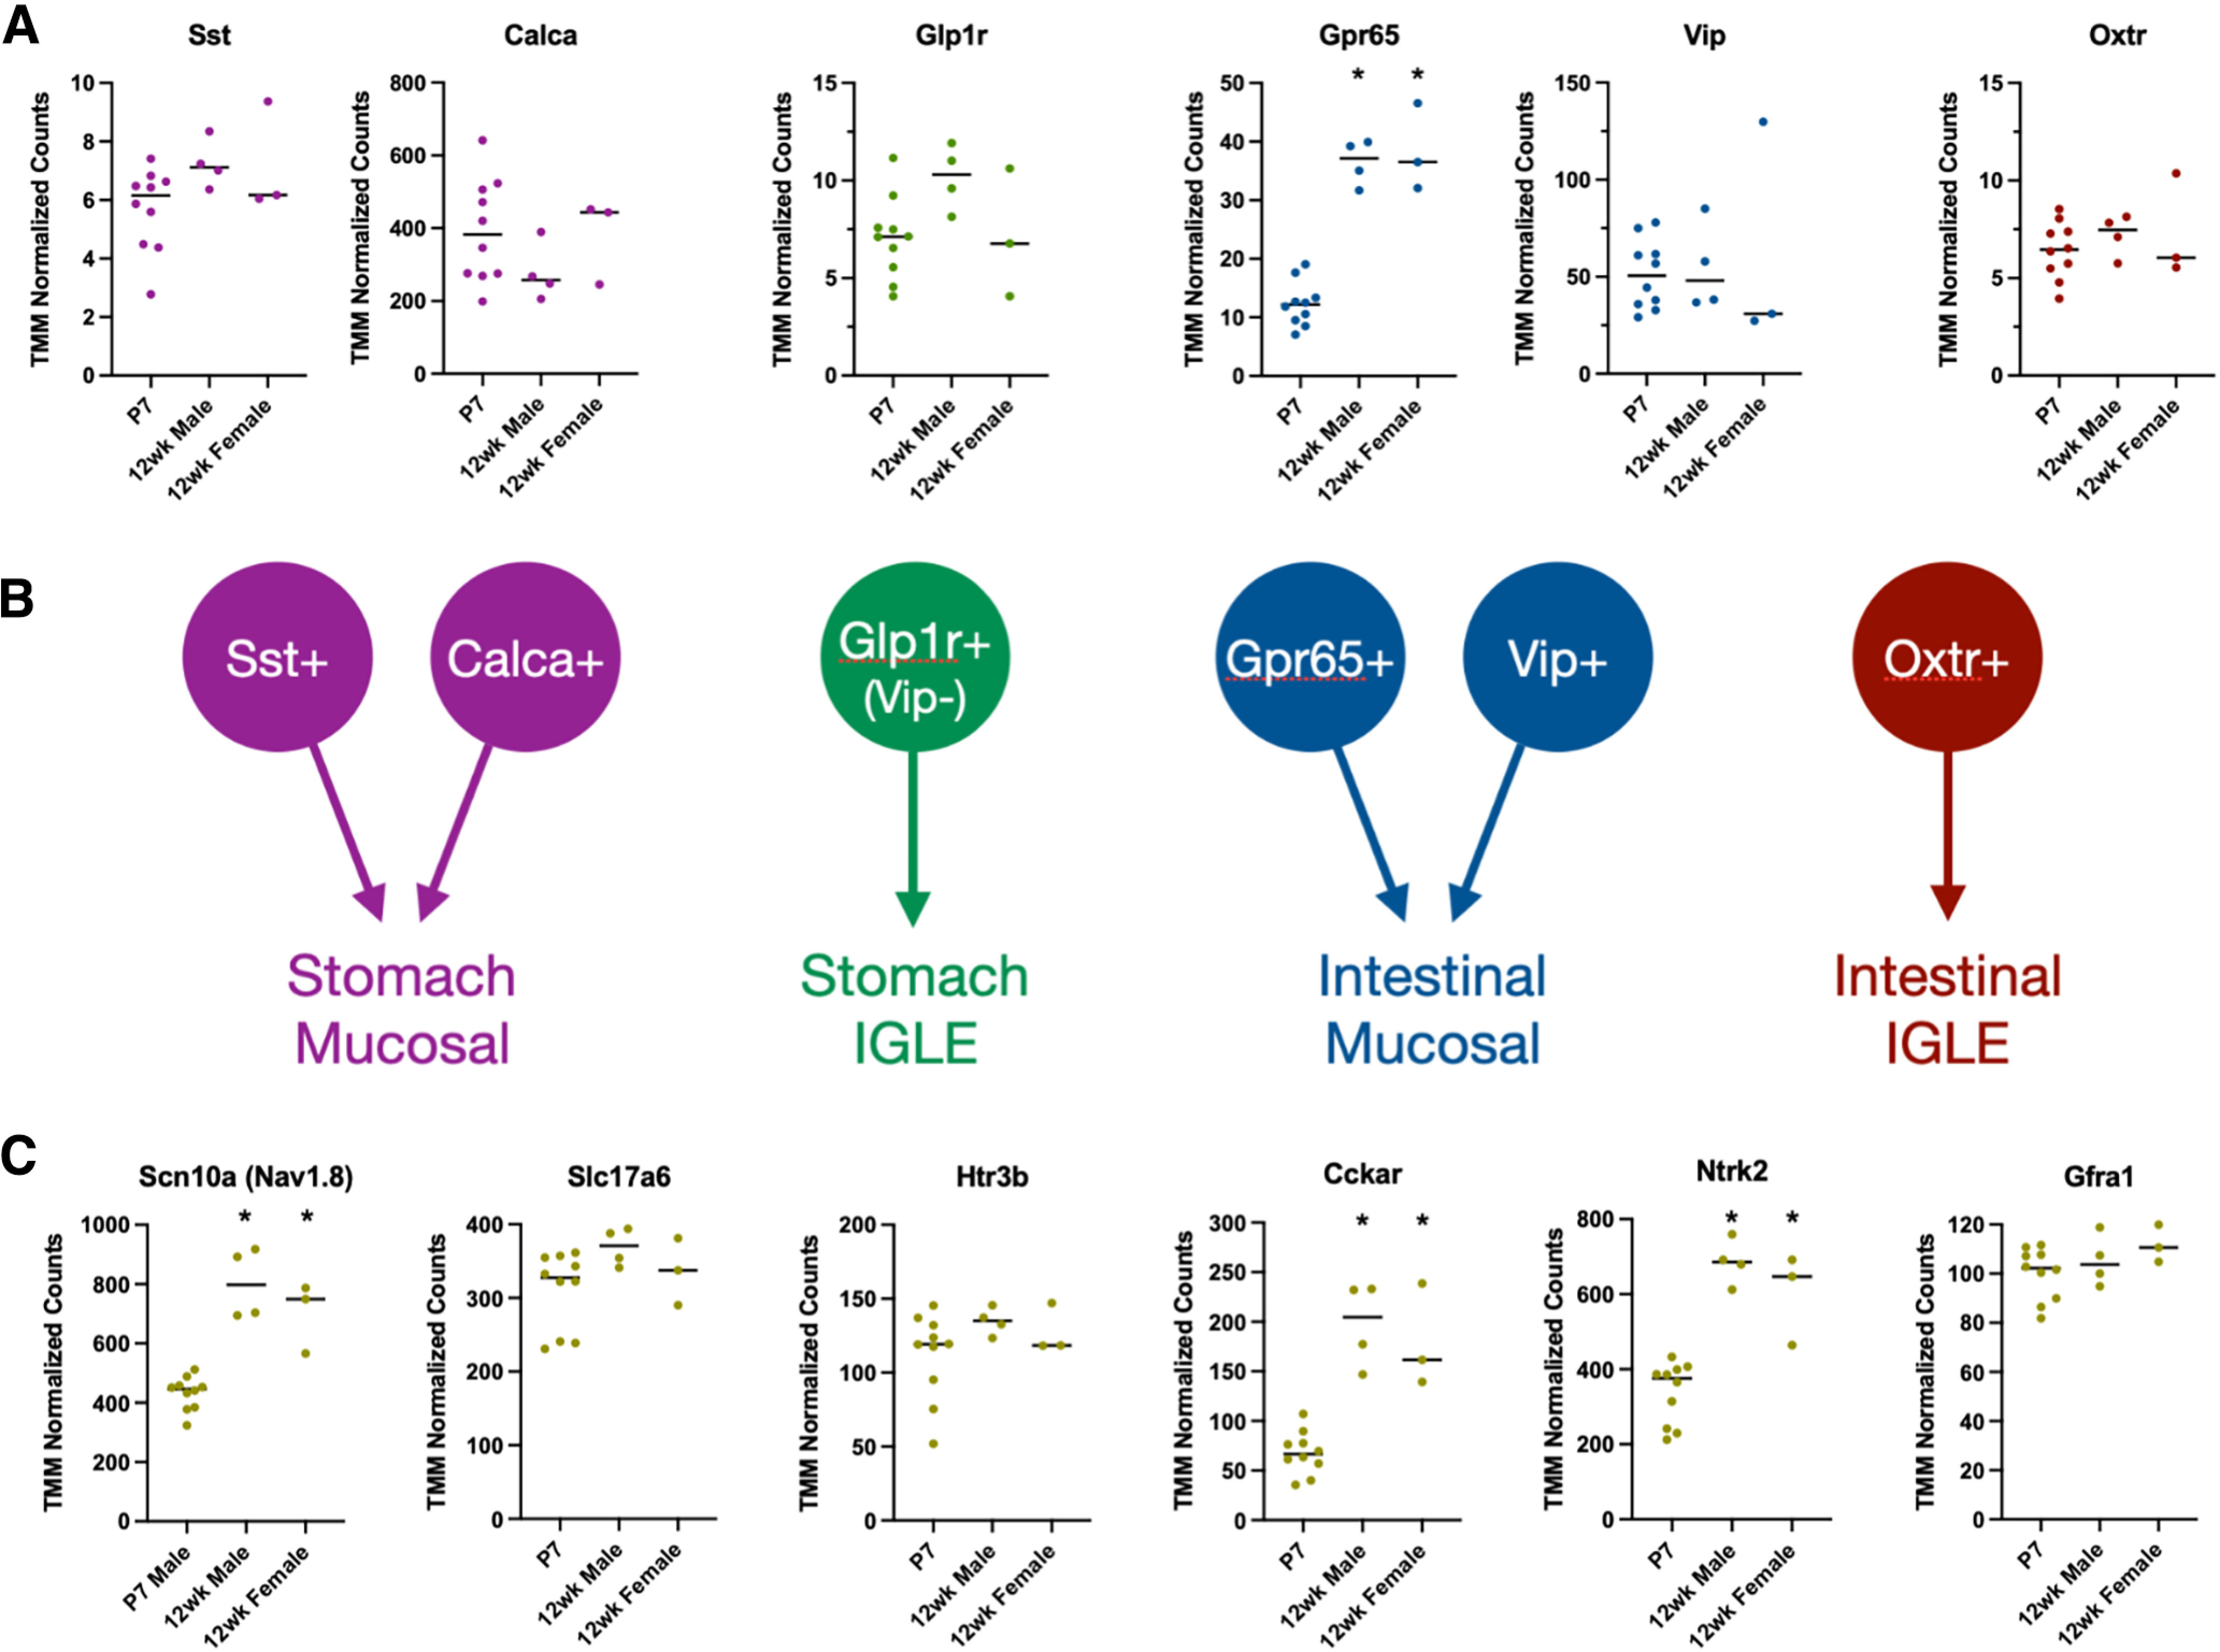
Expression of some vagal afferent cell type markers continues to increase after the first postnatal week. ***A***, TMM normalized counts of vagal afferent cell type markers expressed in P7 male and adult male and female nodose ganglion samples (*n* = 10 P7 male samples, *n* = 4 adult male samples, *n* = 3 adult female samples). ***B***, Schematic depicting each cell type marker and its respective subtype definition as projecting to the stomach versus intestine, and as an IGLE versus mucosal afferent neuron type. ***C***, TMM normalized counts of other notable cell-defining markers expressed in P7 male and adult male and female nodose ganglion samples. The markers graphed are the same ones probed in the HiPlex RNAscope experiments described in Figure 4 (*n* = 10 P7 male samples, *n* = 4 adult male samples, *n* = 3 adult female samples). *p < 0.05 comparing all groups by one-way ANOVA and Tukey’s correction for multiple comparisons.

## Discussion

Cell type definitions established in adults through both genomic and functional studies have been instrumental to understanding adult vagal sensory communication and physiological regulation of ingestive behavior. The present study leverages these cell type definitions to further understand the timing of when vagal neuronal subtypes emerge developmentally and, moreover, their dependence on specific trophic influences. Here, we demonstrate that both BDNF and GDNF can stimulate *in vitro* neurite outgrowth from VSNs. Mapping of neurotrophic factor expression patterns developmentally indicates that while BDNF may act locally to support growth from the nodose ganglion itself, GDNF may act as a target-derived growth factor within the muscular layers of the intestine. Consistent with the latter, the GDNF receptor *Gfra1* is enriched preferentially in *Scn10a*^+^ neurons that primarily project below the diaphragm to GI sites, and in the vagal neuronal subtypes known to project to the GI tract. Last, highly multiplexed *in situ* hybridization data demonstrate that discrete cell type marker expression in specific subpopulations of nodose neurons can be detected as early as E13 for transcripts such as *Vip* and *Htr3b*, which is suggestive of specification of a subset of neuronal subtypes by this age. Our analysis did reveal, however, that the patterns of cell type marker expression are largely immature prenatally and further develop into discretely labeled subpopulations by the end of the first postnatal week.

### Transcriptomic data indicate large differences in gene expression in early postnatal life compared with adults

Transcriptomics analyses revealed that 20% of genes in the nodose ganglion are differentially expressed between P7 and adults. Heavily represented among these DEGs were transcripts involved in axon growth and guidance. This was somewhat surprising given past descriptions suggesting that on P7 vagal sensory circuit morphology in the GI tract is similar to patterns observed in adults (Murphy and Fox, 2007). Similarly, central projections of vagal axons to terminal regions in the nucleus of the solitary tract have been described as mature as early as P2 in rats (Rinaman and Levitt, 1993). Despite the relatively mature pattern of innervation observed in early postnatal life morphologically, smaller-scale increases in neurite outgrowth and in refinement at synapses may be at play. This is further supported by the enrichment of DEGs associated with synaptic LTP. It is clear from seminal behavioral studies that the ability for nutrient-related postingestive feedback to modulate feeding does not arise until after the second postnatal week (Phifer et al., 1986; Weller et al., 2000; Smith, 2006; Weller, 2006, 2000). Therefore, it is possible that some of the expression changes identified in the present study may relate to ongoing maturation and synaptogenesis in circuits required for nutrient detection.

In addition to the substantial number of DEGs identified through sequencing, there remain many transcripts that were not differentially expressed. These include an estimated 25% of genes that are constitutively expressed housekeeping genes found in all mouse tissues (Li et al., 2017). Other notable genes not differentially expressed in the sequencing experiment include many of the cell type marker genes (e.g., *Calca, Vip, Glp1r*). Instead, the expression of *Calca, Vip*, and *Glp1r* was found to significantly increase between E13 and P7, demonstrating the importance of timing in capturing specific gene expression changes. Separate, but partially overlapping changes in expression are likely in the perinatal developmental period examined by *in situ* hybridization (E13 to P7) compared with the postnatal time points sequenced (P7 to adult).

### Neurotrophic factor and receptor expression patterns and effects on VSN outgrowth

Neurotrophic factors are highly pleiotropic, having many biological functions ranging from neuronal proliferation, survival, differentiation, and synaptogenesis. Of these functions, our study and others together demonstrate that both BDNF and GDNF support VSN survival and neurite growth. *In situ* hybridization experiments demonstrate that while BDNF is expressed by neurons of the nodose ganglion, GDNF is expressed by distal targets in the GI tract. Together, these data suggest that BDNF acts as a locally derived signal at the level of the nodose ganglion itself, while GDNF works instead as a target-derived signal to support vagal neuron growth and survival. This hypothesis is additionally supported by a limited number of pilot *in vitro* experiments we performed where vagal neuronal survival was low in vehicle-treated dissociated cultures, in which any produced growth factors would be diluted in the culture media (data not shown). In contrast, vagal neuronal survival is high in explant cultures in which the cells are packed tightly together, suggesting that a factor produced within the ganglia acts locally to positively impact neuronal survival. Exogenous BDNF enhances explant outgrowth to a greater extent than vehicle alone, clearly demonstrating its importance in vagal sensory neurite growth. The exact subcellular site where BDNF is released remains to be determined as release from the cell body versus from centrally or peripherally projecting processes could have discrete functional consequences.

Experiments published by others demonstrate that gastric innervation is reduced in BDNF^−/−^ mice at P0 but recovers by P3 in the small number of mutant mice surviving to this age (Murphy and Fox, 2010). This is consistent with our data, suggesting that GDNF provides local trophic support in the GI tract and may compensate for the reductions in innervation in BDNF^−/−^ mice. Paradoxically, deletion of BDNF from the intestinal musculature results in an increase in vagal intraganglionic laminar ending density (Biddinger and Fox, 2014). Thus, target-derived BDNF can additionally affect VSN growth and maturation, despite its comparatively low expression at the prenatal ages assessed in the current study.

At all developmental ages tested, the BDNF receptor (*Ntrk2*) was expressed by the vast majority of neurons (78–88%), which is consistent with a broad impact on survival for most vagal neurons. By comparison, the pattern of expression of *Gfra1* was such that while it was expressed more widely but at lower levels in prenatal life, it became more highly expressed in a smaller subset of only 34% of neurons by P7. No experiments were performed to test the synergistic effects of both BDNF and GDNF together in the *in vitro* explant culture model. However, our *in situ* hybridization data demonstrate that ∼30% of all VSNs coexpress both *Ntrk2* and *Gfra1*, suggesting that synergistic effects are possible in this subset.

The data demonstrate that *Gfra1* is enriched in *Scn10a*^+^ populations compared with *Scn10a*^–^ populations and was similarly enriched among several functionally defined cell types, particularly in *Sst*^+^ neurons. Single-cell sequencing studies performed in adults suggest that *Gfra1* is prevalent in *Gpr65*^+^ populations that are mucosal-projecting, nutrient-sensing neurons (Williams et al., 2016; Kupari et al., 2019). Our results indicate no greater enrichment in *Gpr65*^+^ neurons compared with any other GI-projecting population; however, it is noteworthy that the sequencing data in the present study indicate the occurrence of a more than threefold increase in *Gpr65* expression between P7 and adulthood. It is possible that that this enrichment of *Gfra1* in *Gpr65*^+^ neurons occurs later in development after the first postnatal week.

### Timing of cell type marker expression

Initial expression of specific marker genes is a clear indication that neuronal type specification has been initiated. Our multiplex *in situ* hybridization data demonstrate that as early as E13, transcripts for *Vip* and *Htr3b* are already expressed within specific subpopulations of neurons. Additionally, we also found that the expression patterns of neuronal subtype-specific genes continue to mature considerably through postnatal life. In adult rodents, *Vip*^+^ neurons project exclusively to the mucosal compartment of the small intestine (Bai et al., 2019). Developmental studies demonstrate that vagal sensory axons first reach the intestine between E12 and E14 and begin to innervate the mucosal compartment between E14 and E16 (Ratcliffe et al., 2006; Hao et al., 2020; Niu et al., 2020). The timing of these developmental events together with the marker expression data from the current study demonstrate that defined *Vip*^+^ subpopulations arise either before or concurrent with reaching their terminal innervation targets.

In contrast to the data for *Vip*, most of the other marker genes did not exhibit restricted cell type-specific expression patterns until later time points. It is an important distinction to note that the appearance of the cell type markers used in the present study is only one measure of neuronal maturation. Some genetic markers may be expressed either earlier or later than other markers in neurons that are at comparable developmental states. For example, cell type may already be specified by E13 in stomach mucosal neurons despite not expressing high levels of *Sst* or *Calca*. Additional experiments will be required to more precisely define when these cell fate decisions occur for all vagal subpopulations. However, the *Vip* and *Htr3b* data along with the caspase-3 results in the current study suggest that some cell type specification already has occurred by E13 even as other developmental processes proceed, such as continued neurite outgrowth and apoptosis. Other published studies indicate that by P0, there are morphologically distinct projections within the GI tract characteristic of IGLEs, IMAs, and mucosal endings, suggesting that some vagal sensory cell types are clearly defined by birth (Murphy and Fox, 2007). Our data confirm and extend this timeline earlier, suggesting that defined cell types emerge prenatally.

In addition to the early onset of cell type-specific expression observed for some marker genes, prolonged maturation in expression was also noted for other marker genes in the bulk RNA sequencing dataset. Notably *Cckar* and *Gpr65* significantly increased in expression between P7 and 12 weeks. Both of these genes are important for nutrient-detecting vagal pathways. CCKA receptors detect CCK released from intestinal enteroendocrine cells in response to nutrient ingestion, and *Gpr65*^+^ neurons respond electrophysiologically to nutrient ingestion (Williams et al., 2016; Kaelberer et al., 2018). The finding that their expression increases more than threefold after P7 is consistent with other functional studies that have demonstrated that the ability of ingested nutrients to modulate feeding behavior develops after the second postnatal week (Phifer et al., 1986; Weller, 2000).

Together, our analyses demonstrate that VSN expression continues to change and mature postnatally in mice. While comparative indices of vagal sensory maturation are poorly defined in humans, the maturation of vagal motor tone has been shown to extend well over the first 3 years of life (Wagner et al., 2021). This continued postnatal maturation of functional properties raises the possibility that the early life nutritional environment, during the period of neuronal subtype maturation, could serve as a modulator of developmental trajectories and outcomes in the adult. The data provide potential biomarkers for vagal maturation in infants and a greater context for understanding therapies that target vagal function in pediatric populations, such as the vagus nerve stimulation used to manage epilepsy. Future studies will follow the present developmental findings to further parse key developmental events and to determine mechanisms that underlie vagal circuit maturation and function.

## Synthesis

Reviewing Editor: Masha Prager-Khoutorsky, McGill University Decisions are customarily a result of the Reviewing Editor and the peer reviewers coming together and discussing their recommendations until a consensus is reached. When revisions are invited, a fact-based synthesis statement explaining their decision and outlining what is needed to prepare a revision will be listed below. The following reviewer(s) agreed to reveal their identity: Laurent Gautron.

below

Synthesis of Reviews:

Reviewers acknowledged that this is an important study elucidating novel factors associated with the vagus nerve nodose ganglion.

There are several topics that require authors attention and should be addressed to make the manuscript suitable for publication.

1. It seems surprising that, considering the many profound changes accompanying the first weeks of postnatal life (weaning, gut permeability changes, immune acquisition), the authors did not observe more dramatic changes in the expression profiles of vagal afferent neurons. Please include some discussion on this.

2. In the discussion, please provide further discussion on the relevance of the findings in regards to clinical or other outcomes. This should also be briefly added to the abstract.

3. Neurotrophic factors can have unpesepcific roles. It should be expanded on the relevance of the findings on the differences in BDNF versus GDNF at the level of functions. Are there any functional studies of these markers? If so they should be cited.

4. Please provide detailed description of the procedure for dissecting the nodose as that is a key procedure in the methods.

5. In Extended figure 2-1, the caspase staining is hard to see. Could the authors possibly provide images a little less blurry and/or at higher magnification.

6. It is said that 11 genes were different between males and females? It would be interesting to include these genes in the manuscript.

7. Have the authors tried to culture vagal afferent neurons in the presence of both BDNF and GDNF? Would you expect a synergic effect?

8. Overall, the literature is accurately cited and the list of references comprehensive. The reviewer suggests citing PMID: 15621361 because they mention that Scn10a expression begins at in E14 in the mouse.

9. It is unclear what “TMM” stands for, and what the “TMM method” consists of?

How the deposited data were processed for this re-analysis (not part of the article)

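Nodose ganglia were taken from 10 male mice at P7 and from 4 male and 3 female mice at 12 weeks, and the left and right ganglia of each mouse made 1 RNA-seq sample. Conditions were taken from the paper and the sample labels, and samples were matched to the columns of the deposited tables by the column names that the labels give.

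The authors mapped reads to the mm10 transcript set with Bowtie2 version 2.1.0, estimated counts with RSEM version 1.2.15 and deposited the signal of each gene as TMM-normalized counts, made with edgeR. The authors' deposited fold change, a signed score, comes from their edgeR test of each comparison, with values under 1 written as minus the inverse. The p-value and FDR deposited for each gene come from the same edgeR test by the authors, with the FDR adjusted over the genes of the table. The same 14840 genes stand in both tables, and the adult male values are identical in them. In each library, 100% of the values are whole multiples of 1 step within a tolerance of 1e-06, and dividing by that step gave recovered reads. Reads recovered ranged from 6922342 to 26376475 per library, so that 1 read was worth 0.0367 to 0.141 TMM-normalized counts. Pairs of replicates differed by more than counting error, with a mean chi-square per gene of 3.97 to 188.

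Groups were compared with limma version 3.58.1 (moderated test with a trend of variance on abundance) in R version 4.3.3 on log2(value + 0.5), with Benjamini-Hochberg adjustment over all 14840 genes. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. The comparisons were adult males against P7 males, adult females against adult males, and adult females against P7 males. Single markers were also compared with exact permutation tests of the difference in means, 2-sided, and neighboring receptors within P7 males with exact sign-flip tests. Correlations used 100000 permutations with the seed 20230419. Of 51 gene lists, those with at least 5 measured genes that were not cut short were tested with limma's camera at a preset correlation of 0.01 and with an estimated one, and adjusted p-values were also computed over the members of each list alone.

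Alternatives were edgeR version 4.0.16 (quasi-likelihood) and DESeq2 version 1.42.0 on recovered reads, pseudocounts of 0.1, 1 and 5, genes with a mean over 1 or over 5 TMM-normalized counts, median-of-ratios rescaling, quantile normalization, limma without a trend, no fold change threshold, a block for replicate number, and leaving out each sample in turn. Leaving out P7 males 7 and 8, P7 males 4, 6, 7 and 8, and adult females 1 and 3 was added later. The groups were also regrouped, in 100 of the 1001 splits for age and in all 35 for sex. Tables and figures were made with Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3, scipy version 1.17.1 and matplotlib version 3.10.9.

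Positions and transcript lengths come from GENCODE M21 on GRCm38, where 14268 genes have a unique position and 14245 a length. Genes with no read in a whole group are given a floor of 3 reads per library. A gene is named in the text if it belongs to Fig. 5, to the receptors, to the genes labelled in Fig. 1A or to Table 1-3, if it is among the 10 largest changes in either direction among called genes with a mean of at least 5 and no overlap between groups, if it is called between the sexes, or if it is among the 2 largest changes of its list. Other members of a list are named as examples of what the list holds, chosen after its values were seen, and the paper's own values were also known by then.

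The tests were tried on simulated data in which 200 genes were changed. With the group sizes of the age comparison, limma called 97.4% of genes with a mean of at least 5 that were changed 2-fold or 3-fold and 100% of those changed 4-fold or 8-fold, and it called 0.0273% of unchanged genes. With the sizes of the sex comparison the shares were 97.6%, 97.1%, 100% and 100%, and 0.0479% of unchanged genes. Raised lists of 40 genes gave camera p-values of 4.7e-108 and 3.7e-78, and unchanged lists 0.83 and 0.53. The simulated genes varied independently of each other, whereas in the real samples whole lists of genes shift together. These shares and p-values are therefore no measure of the power in the real data. The RNAscope, explant and in situ experiments have no deposited sequencing data and were left out. Pathway scores of the Ingenuity software were not computed, since its database was not at hand, and the lists of Table 1-1 and Table 1-2 that the copy cuts short were counted as far as they could be read.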

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

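Among the tests of this part, those of regrouped samples, of the spread of *Calca* and *Ntrk1*, of the shares of neurons and fibroblasts, and of the collagens without P7 males 4, 6, 7 and 8 were chosen after the results were seen. The end samples of each group were examined for genes of Fig. 5, the receptors, Fig. 1A and Table 1-3 and for the levels of 16 gene lists, 132 groups of values in all. In 6 groups the end sample lay far from the rest, where chance alone gives about 1 in 20. *Ntrk1* was 427 TMM-normalized counts in P7 male 6 against 253 in the next sample, and *Osmr* 10.2 in P7 male 7 against 7.77. *Fxyd2* was 36.1 in P7 male 7 against 27.1. In P7 male 8, *Uty* was lowest at 18.5 against 21.5, *Col6a1* highest at 119 against 91.4, and the mean log2 level of the erythroid markers highest at 11.73 against 10.00.

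No other grouping that was run called as many genes. For age, where 100 of the possible groupings were run, the real grouping gave 1762 genes higher and 2614 lower, the highest other values were 464 and 824, and of the 100 the real one alone reached the real counts. For sex, 8 genes differed, the highest other value was 1, and 1 of 35 splits reached 8. For age, every other grouping puts adult samples together with P7 samples, which widens the spread within groups, so that its counts do not measure chance alone. For sex, most called genes lie on the sex chromosomes, and only the real grouping can part these. The regroupings therefore do not exclude chance for the other genes called. The split that set P7 males 5, 6, 7 and 8 apart from the other samples called 464 genes higher and 441 lower. Its other group mixes P7 males with all adult males, so that these calls also carry age and do not isolate a structure among the P7 samples. The splits that set apart P7 males 4, 5, 6 and 8 or P7 males 3, 6, 7 and 8 called none.

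Collagen genes were lower in adult males by a median log2 fold change of -1.95 (camera adjusted p = 2.6e-18, adjusted p = 0.064 with an estimated correlation). If only the share of neurons were smaller in the P7 libraries, markers of every other cell type would move alike. The median of the satellite glia markers was 0.25, which is 2.20 above that of the collagens, with a spread of 1.51. That list had 4 members higher and 2 lower, so its median need not follow the share of glia. Genes expressed by most neurons had a median of 0.41, and nodose markers one of 0.90. A smaller share of neurons at P7 thus stays open as part of the cause. Tissue carried over in P7 males 4, 6, 7 and 8 cannot have given the fall alone, since 35 collagen genes were lower without them. Tissue carried over in all P7 males was not tested and stays open. The mean log2 level of skeletal muscle markers was at least 1.58 in every P7 male and at most 0.72 in adult males. A smaller share of fibroblasts in the adult ganglia stays open, as the medians of fibroblast markers and collagens differ by 0.47 with a spread of 1.80. Regulation within each cell and age itself stay open too.

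Of the ribosomal protein genes, 62 of 79 were lower in adult males (camera adjusted p = 1.4e-15, adjusted p = 0.38 with an estimated correlation). The median log2 fold change was -0.63 after matching on transcript length, with quartiles of -0.74 and -0.50, and -0.73 after matching on GC content. It was -0.74 with median-of-ratios or quantile normalization, whichever lay closer to 0. These values argue against length, GC content and scaling as the whole cause. A change in the mix of cell types was not tested for these genes.

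*Calca* and *Ntrk1* varied widely between P7 males. Jugular tissue left in some samples is a candidate source, as Pearson's r with the jugular marker *Prdm12* was 0.927 for *Calca* and 0.883 for *Ntrk1*, while *Prdm12* and the nodose marker *Phox2b* had an r of -0.883. Library size had an r of 0.0108 with *Calca* and 0.41 without the 2 samples farthest from the median, and these values do not decide. Sympathetic markers had an r of 0.394 with *Ntrk1*, but 0.060 without the 2 samples farthest from the median (P7 males 1 and 6) and a Spearman's rho of -0.15. With 10 samples these values neither show such a relation nor exclude it. Somatic-type neurons within the nodose ganglion itself would give the same relation with *Prdm12* and stay open. Biological variation between litters was not tested.

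Lists outside those the paper discusses are given where camera's adjusted p was under 0.05 and at least as many members were called in 1 direction as were not. Their median log2 fold changes in adult males were -2.76 for cell cycle genes, -0.65 for myelin genes, 0.64 for antigen presentation, 0.79 for interferon response genes, 0.79 for the circadian clock and 0.90 for nodose markers. They were -1.03 for macrophage, -1.49 for fibroblast, -1.31 for smooth muscle and pericyte, -2.87 for skeletal muscle, -5.11 for erythroid and -1.16 for cartilage markers. Without P7 males 4, 6, 7 and 8 the medians were -0.42 for myelin genes and 0.63 for nodose markers. None of these lists passed with an estimated correlation.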

How the results depend on the processing

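Alternatives were planned, except those that left out P7 males 7 and 8, P7 males 4, 6, 7 and 8, or adult females 1 and 3, which were chosen after the data were seen. With quantile normalization, 2068 genes were higher and 1914 lower, so that the larger share was higher, whereas the larger share was lower with all samples and the authors' scaling. The number of genes higher in adult males was 1172 with a pseudocount of 5 and 4541 with no fold change threshold. The number of genes lower was 1287 with a pseudocount of 5, 1628 over genes with a mean above 5 and 4829 with no fold change threshold. Leaving out 1 sample gave 1693 (without P7 male 8) to 1827 (without adult male 2) genes higher and 2515 (without adult male 3) to 2657 (without P7 male 10) lower, and the median of all genes moved by under 0.1 with every scaling. Genes differing between the sexes numbered 20 with DESeq2 and 6 to 25 when 1 sample was left out, with 6 without adult male 1 or adult male 3 and 25 without female 2, among them the sympathetic genes *Dbh*, *Gata2* and *Npy*. Of the subtype markers of Fig. 5A, 3 were higher with quantile normalization, 2 with no fold change threshold, and 1 to 2 when 1 sample was left out, the second being *Glp1r* without P7 male 1 or adult male 3. The log2 fold change of *Glp1r* was 0.74 with quantile normalization, 0.54 with no fold change threshold and 0.46 (without adult male 1) to 0.63 (without adult male 3). That of *Sst* was 0.61 with quantile normalization. That of *Vip* ranged from -0.16 (without adult male 2) to 0.24 (without adult male 4), and was -0.027 without P7 males 7 and 8 and -0.12 without P7 males 4, 6, 7 and 8. That of *Gfra1* was -0.059 with quantile normalization. The cause of these shifts was not tested. The depth of 6922342 to 26376475 reads per library limits the test for genes near the value of 1 read, where the pseudocount matters most.

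A block for replicate number gave 1440 genes higher and 2282 lower, 37 ribosomal protein genes lower and an *Oxtr* log2 fold change of -0.023. The numbers do not pair the samples, which came from independent litters: residual correlations between samples of the same number were -0.33 to 0.22 for age and -0.12 to -0.0068 for sex, and in no such pair was each sample the best match of the other.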

Differences from the paper's values

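The paper gives 1734 genes lower in adult males, and limma gave 2614. These differ by over 1.5-fold. They also differed by over 1.5-fold with a pseudocount of 0.1, no fold change threshold, edgeR, DESeq2, and without P7 male 1, 2, 3, 4, 9 or 10. They differed by less, with the count still above the paper's, with a pseudocount of 1, over genes with a mean above 1, with median-of-ratios or quantile normalization, without a trend, with the block, and without P7 male 5, 6, 7 or 8 or any 1 adult male. With a pseudocount of 5 the count was below the paper's and within 1.5-fold of it. Over genes with a mean above 5 TMM-normalized counts, limma gave 1628, and the authors' deposited table gives the paper's own count. The paper gives 350 M reads, and 201.99 M were recovered for detected genes, with no alternative setting. Each recovered read was taken as 1 sequenced fragment of a paired-end library, although the counts are estimates. The paper does not say whether its number counts both reads of a pair, so that these numbers cannot be compared directly.

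Of the genes of Table 1-3, *Col6a1*, *Col6a2*, *Nog* and *Smoc2* were not called by limma. DESeq2 called *Col6a1*, *Col6a2* and *Nog*, and *Nog* was also called by edgeR, over genes with a mean above 1 and without female 1. No setting run called *Smoc2*. Limma called *Apoo-ps*, which Table 1-3 does not hold. It is not among the 17 genes past the cut-offs in the authors' deposited table, and its mean of 3.73 TMM-normalized counts in males and 0 in females lies under the limit of 5 stated for Table 1-3. In the authors' deposited table, *Amd1* passes the same cut-offs with a mean above 5 and is not in Table 1-3 either.

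The paper speaks of more receptors with limited expression than the 5 that its Fig. 1F shows below the highest ones. It names transporters of potassium and sodium among the genes of the LTP list, where none of the potassium or sodium channel genes tested here is found. For *Gpr65*, the ratio of means in adult males was 2.97, under the ratio that the paper states, and it was 3.12 in adult females. For *Cckar*, to which the paper's Discussion gives the same ratio, it was 2.91 in adult males and 2.65 in adult females.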

Other observations

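Several rises and falls lie outside the lists. *Gpnmb*, a glycoprotein of phagocytes, rose from 0.482 to 9.05 TMM-normalized counts (log2 fold change 3.33), and *Slco1a4*, an organic anion transporter, from 1.57 to 11.0 (2.52). *Dlk1*, a ligand of immature cells, fell from 22.6 to 0.221 (-5.01), the elastic fiber genes *Mfap4* and *Eln* had log2 fold changes of -5.00 and -4.34, and *Tnc*, tenascin C, had one of -4.42. The lower means of *Gpnmb* and *Dlk1* lie under the 0.5 added to each value, which limits the size of their log2 fold changes.

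Of the interferon response genes 19 were higher and 10 did not pass, of the antigen presentation genes 11 were higher and 9 did not pass, and of the macrophage markers 12 were lower. With an estimated correlation none of these lists passed (adjusted p = 0.29, 0.29 and 0.38). *H2-T23*, a class I molecule, had a log2 fold change of 1.58 and *Oas1a*, a sensor of viral RNA, one of 1.70, against -1.25 for *Csf1r* and -1.62 for *Tyrobp*. Which cells carry these transcripts cannot be read from whole ganglia.

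Among the clock genes, *Dbp* had a log2 fold change of 1.09 and *Ciart* one of 1.23, while *Arntl* had one of -0.80, which does not pass with quantile normalization or a pseudocount of 5. The hour at which ganglia were taken is not given in the paper's text.

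Sympathetic genes differed between the adult females. *Slc6a2*, the noradrenaline transporter, had 77.7 TMM-normalized counts in female 1, 1.23 in female 2 and 223 in female 3, and at most 17.6 in an adult male. Without female 2, the transcription factor genes *Hand1*, *Hand2* and *Tbx20* were among 25 genes called between the sexes. Sympathetic tissue in the samples of females 1 and 3 may account for part of these calls, a hypothesis drawn after the data were seen from a marker list written earlier. A difference between the sexes in sympathetic neurons stays open.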
